# Pituitary hormones are specifically expressed in trigeminal sensory neurons and contribute to pain responses in the trigeminal system

**DOI:** 10.1038/s41598-021-97084-y

**Published:** 2021-09-08

**Authors:** Anahit H. Hovhannisyan, Hyeonwi Son, Jennifer Mecklenburg, Priscilla Ann Barba-Escobedo, Meilinn Tram, Ruben Gomez, John Shannonhouse, Yi Zou, Korri Weldon, Shivani Ruparel, Zhao Lai, Alexei V. Tumanov, Yu Shin Kim, Armen N. Akopian

**Keywords:** Neuroscience, Physiology, Biomarkers, Diseases

## Abstract

Trigeminal (TG), dorsal root (DRG), and nodose/jugular (NG/JG) ganglia each possess specialized and distinct functions. We used RNA sequencing of two-cycle sorted Pirt-positive neurons to identify genes exclusively expressing in L3–L5 DRG, T10-L1 DRG, NG/JG, and TG mouse ganglion neurons. Transcription factor *Phox2b* and *Efcab6* are specifically expressed in NG/JG while *Hoxa7* is exclusively present in both T10-L1 and L3–L5 DRG neurons. *Cyp2f2*, *Krt18,* and *Ptgds*, along with pituitary hormone prolactin (*Prl*), growth hormone (*Gh*), and proopiomelanocortin (*Pomc*) encoding genes are almost exclusively in TG neurons. Immunohistochemistry confirmed selective expression of these hormones in TG neurons and dural nerves; and showed GH expression in subsets of TRPV1^+^ and CGRP^+^ TG neurons. We next examined GH roles in hypersensitivity in the spinal versus trigeminal systems. Exogenous GH produced mechanical hypersensitivity when injected intrathecally, but not intraplantarly. GH-induced thermal hypersensitivity was not detected in the spinal system. GH dose-dependently generated orofacial and headache-like periorbital mechanical hypersensitivity after administration into masseter muscle and dura, respectively. Periorbital mechanical hypersensitivity was reversed by a GH receptor antagonist, pegvisomant. Overall, pituitary hormone genes are selective for TG versus other ganglia somatotypes; and GH has distinctive functional significance in the trigeminal versus spinal systems.

## Introduction

Sensory ganglia have distinct and specialized physiological and pathophysiological functions^1^. Dorsal root ganglia (DRG) neurons are located in intervertebral foramina at different spinal levels and mainly innervate tissues within the trunk, hands, legs and feet^1^. Trigeminal ganglia (TG) lie within the Meckel's cave and innervate the head and neck area^1^. Sensory neurons of nodose and jugular ganglion complex (NG/JG) are located in the jugular foramen and innervate certain internal organs^1^. Neurons of these ganglia relay sensory information from the external environment as well as internal organs and tissues to the central nervous system^2–4^. Sensory nerves originating from the cell bodies of these ganglia are classified into nociceptive fibers (unmyelinated C fibers and myelinated Aδ) and low-threshold mechanoreceptors (LTMRs; myelinated Aα and Aβ fibers).

Besides their distinct location and innervation pattern, DRG, TG, and NG/JG ganglion sensory neurons each have specialized function with their own respective biochemical and electrical properties. Evidence for these differences has been expanded in recent years with the advent of techniques such as RNA-seq, single-cell sequencing as well as the generation of a set of cell-specific reporter mouse lines^5–7^. These new technologies have confirmed that the proportion of unmyelinated/myelinated trigeminal nerves is substantially lower compared to DRG nerves^8^, while Aα proprioceptors are located in the DRG but absent in TG^9,10^. Single-cell transcriptional profiles of DRG sensory neurons located in T10-L1, which innervate the intestine/colon and feet/legs, are substantially different compared to L3–L5 DRG neurons^11,12^. Moreover, T10-L1 DRG neurons have a unique subset of sensory neuronal groups compared to L3–L5 DRG neurons^11,12^. The DRG neuronal transcriptional profile in turn greatly differs from TG neuronal profiles^13,14^. Additionally, DRG and TG neurons differ in their translational potential for mTOR-related genes and AMP-activated protein kinase^15^. With regards to NG sensory neurons, they possess much different expression profiles compared to sensory neurons from JG and DRG^16^.

RNA-seq of L3–L5 DRG and TG neurons taken from mice expressing the sensory neuron specific advillin-GFP reporter revealed that vasopressin receptor 1A (*Avpr1a*), oxytocin receptor (*Oxtr*), and gamma-aminobutyric acid receptor subunit delta (*Gabrd*) are selectively expressed in TG with little to no expression in DRG sensory neurons^14^. In contrast, DRG sensory neurons have been shown to specifically express a set of *Hox* genes and the receptor for the hormone prolactin (*Prlr*)^14^. Here, we expand upon this experimental approach by including comparison between neurons of DRG from different levels (T10-L1), lumbar DRG, NG/JG and TG. We have used the Pirt/TdTomato mouse reporter line along with enhanced sorting using both a larger nozzle and double sorting methods^13^ that increases purification of sensory neuronal fraction to > 90% while maintaining the natural proportion of large-diameter sensory neurons. Our work, has revealed several additional genes, including prolactin (PRL), growth hormone (GH), and proopiomelanocortin (POMC) with expression restricted to adult male mouse in TG but no other sensory ganglia. Accordingly, we investigated specificity of PRL, GH and POMC expression as well as the functional implication of GH in nociception in the head and neck area.

## Results

To isolate sensory neurons, we used Pirt/TdTomato reporter mice^17^ and captured small-to-large-sized (10–80 μm) sensory neurons using a 100 μm nozzle. We first gated singlets from doublets (Fig. 1A). Live cells separated from all singlets were used to gate Pirt/TdTomato^+^ cells (Fig. 1A). Medium-to-strongly expressing Pirt/TdTomato^+^ neurons, were gated against TdTomato^-^ wild-type neurons (Fig. 1B). Omitting low expressing Pirt/TdTomato^+^ neurons from gating is a critical step since it increases enrichment levels for Pirt^+^ neurons. Additionally, two cycles of fluorescence-activated cell sorting (FACS) insured maximal purity (> 90%) of sensory neuronal fractions in samples^13^ (Fig. 1C). To validate size distributions of sorted Pirt + neurons, two-cycle FACS-sorted cells were plated on coverslip and their size was assessed using NIS-elements (Nikon Instruments, Melville, NY) (Fig. 1D). TG Pirt^+^ cell size distribution shows that described two-cycle sorting procedure captures small as well as large sensory neurons (Fig. 1E). Proportions of Pirt/TdTomato^+^ cells to live cells were found to vary from ganglion-to-ganglion and between samples (Fig. 1F). TG samples had the greatest cell number with NG/JG samples having the least. However, we used approximately similar numbers of cells for RNA-seq experiments (Fig. 1G).

**Figure 1:**
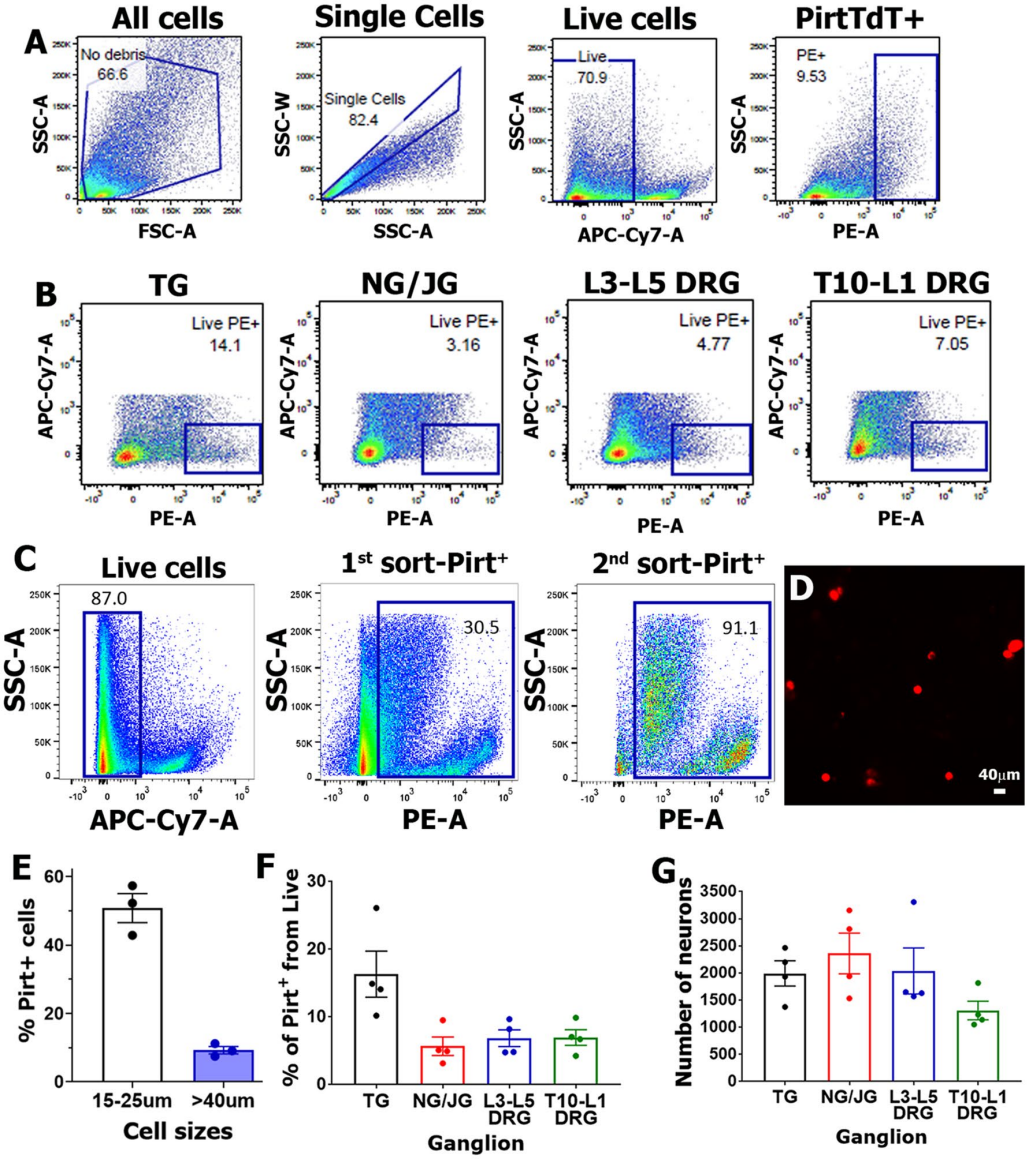
FACS purification of sensory neuronal fractions from ganglia. (**A**) Strategy for sorting of live Pirt/TdTomato^+^ cells from single cell preparation (see details in “Isolation of ganglion sensory neurons” of the “Materials and Methods” section). (**B**) Representative plots of Pirt/TdTomato^+^ live cells at 1st sort for TG, NG/JG, L3–L5 DRG and T10-L1 DRG preparations. (**C**) An example for two cycle sorting and enrichment of a TG sensory neuron fraction. (**D**) Two cycle sorted Pirt/TdTomato^+^ TG neurons plated on a coverslip. A bar corresponds to 40 μm on images captured with 10 × objective. (**E**) Size distributions of Pirt/TdTomato^+^ TG sensory neurons after two cycle sorting. Each sample (n = 1) was generated from independent sorting. (**F**) Percentages of Pirt/TdTomato^+^ cells from all live cells for different ganglia. (**G**) Numbers of sensory neurons in different samples from each ganglion used for RNA isolation and subsequent RNA-seq procedures. Data represented as mean ± SEM. This and all other figures and images were created using Adobe Photoshop Ps (www.adobe.com).

### Differentially expressing genes (DEG)s for L3–L5 DRG versus T10-L1 DRG sensory neurons

Single-cell sequencing showed substantial differences in the subset of sensory neuronal groups innervating leg and paws (L3–L5 DRG) compared to colon and intestine (T10-L1 DRG) in male mice^11,12^. Accordingly, we compared transcriptomics of sorted sensory neurons from these ganglia. 

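RNA-seq was performed on sensory neurons sorted by fluorescence from ganglia of *Pirt*/TdTomato mice, in which the red fluorescent protein TdTomato marks cells that express the sensory neuron gene *Pirt*. There were 4 libraries for each of 4 kinds of ganglion, 16 in all: TG, NG/JG, L3–L5 DRG and T10-L1 DRG. The authors prepared the cDNA with oligo dT and the SMART-seq-2 protocol, sequenced single reads, aligned them with TopHat2 to the mouse genome build mm9 and counted reads per gene with HTSeq-count. The deposited values are these counts, without normalization, for 22609 gene symbols. Reads counted on genes ranged from 4735624 to 12136228 per L3–L5 DRG library (median 10178439.5), from 6542337 to 13333318 for T10-L1 DRG (median 11335789.5), from 7187906 to 9675318 for NG/JG (median 8011414) and from 5082985 to 7877884 for TG (median 5757483.5). At these depths a floor of 3 counts corresponded to between 0.225 and 0.6335 CPM, the count scaled to the reads on genes of its library. This floor covers counting error only, since the reads carry no molecular identifiers. Of the uniquely aligned reads, 29.6% to 66.6% fell outside annotated genes, and the highest share was that of L3–L5 DRG library 4. No pair of libraries from one kind of ganglion had counts within sampling noise of each other. The closest pair, TG libraries 2 and 3, had a chi-square of 26.2 per gene, while TG library 1 differed from the other 3 TG libraries by 181 to 202 per gene. Such values were not confined to TG library 1, since the pairs of NG/JG libraries had 160 to 324. The animals are given as male, and all 16 libraries had between 1279 and 8362 reads on *Xist* and none on the 13 genes of chromosome Y that were counted. Each pair of ganglia was compared on its own 8 libraries with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment. RPKM was computed from the length of the annotated exons and the reads on genes, which was possible for 21681 genes. A DEG had to pass the paper's criteria of an RPKM above 5 in the higher group, a fold change above 5 and an adjusted p under 0.05. The choice of test moved the number of DEGs more than normalization did, so the counts from DESeq2 are given beside those from edgeR at the first result of each comparison.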

Using strengthened selection criteria outlined in the Materials and Methods section, no DEGs were revealed. However, lowering strength of the selection criteria using fold change (FC) > 5 and *P* value < 0.05 showed that compared to T10-L1 DRG versus L3–L5 DRG had 59 DEGs at RPKM > 5 and 28 DEGs at RPKM > 10. 

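For L3–L5 against T10-L1 DRG, 13550 genes had enough counts to be tested. No gene had an adjusted p under 0.05, and the lowest adjusted p was 0.785 (edgeR's quasi-likelihood test). Without adjustment, 823 genes had a p under 0.05. DESeq2 was the alternative that moved this result most. It gave 78 genes with an adjusted p under 0.05, of which 13 were DEGs higher in L3–L5 DRG and 9 were DEGs higher in T10-L1 DRG.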

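With the unadjusted p of edgeR's quasi-likelihood test, 40 genes were more than 5-fold higher in L3–L5 than in T10-L1 DRG at an RPKM above 5, and 17 at an RPKM above 10. DESeq2 gave 56 and 20 genes. The threshold for expression moved these counts. With CPM in place of RPKM, which needs no gene length, 91 genes passed at a CPM above 5 and 70 at a CPM above 10. The 4 libraries of L3–L5 DRG differed widely, and leaving out 1 library at a time moved the count at an RPKM above 5 between 16 and 93.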

DEG numbers of T10-L1 relative to L3–L5 DRG with the same selection criteria were 58 at RPKM > 5 and 36 at RPKM > 10. 

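In the opposite direction, 22 genes were more than 5-fold higher in T10-L1 than in L3–L5 DRG at an RPKM above 5, and 14 at an RPKM above 10, with the unadjusted p of edgeR's quasi-likelihood test. DESeq2 gave 49 and 24 genes. Leaving out 1 library at a time gave between 6 and 147 genes at an RPKM above 5.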

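*Oprl1*, which encodes the nociceptin receptor and lies on chromosome 2 of mm9 from 181449721 to 181455690, had 8.84 ± 7.7 RPKM (SD, n = 4) in L3–L5 DRG and 0.211 ± 0.307 RPKM (SD, n = 4) in T10-L1 DRG. Its log2 fold change was 5.43 (standard error 1.44, unadjusted p = 0.00401, adjusted p = 0.785 in edgeR's quasi-likelihood test), and its counts of 48 to 751 in L3–L5 DRG did not overlap the 0 to 26 of T10-L1 DRG. *Hoxa10* (7.08 ± 4.19 against 0.947 ± 0.735 RPKM) and *Penk* (14.8 ± 7.61 against 1.81 ± 2.29 RPKM) had log2 fold changes of 2.88 and 2.96. Their RPKM values did not overlap between the groups, while their raw counts did, because L3–L5 DRG library 4 had fewer reads. *Mpo* had too few counts for the test. Its reads in L3–L5 DRG came from library 1 with 479 counts and library 4 with 39, against 0 in the other 2 and at most 2 in T10-L1 DRG.

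*Ikzf4*, a transcription factor gene on chromosome 10 from 128067899 to 128083047, went the other way with 5.67 ± 4.4 RPKM (SD, n = 4) in T10-L1 DRG and 0.167 ± 0.163 RPKM in L3–L5 DRG. Its log2 fold change of L3–L5 over T10-L1 DRG was -5.16 (standard error 1.11, unadjusted p = 0.00101, adjusted p = 0.785 in edgeR's quasi-likelihood test). *Atf3*, on chromosome 1 from 192994175 to 193007219, had 7295 to 43739 counts in T10-L1 DRG and 1876 to 3729 in L3–L5 DRG, a log2 fold change of -2.59 (standard error 0.56, unadjusted p = 0.00107). DESeq2 called both, with adjusted p = 0.000461 for *Ikzf4* and 0.00331 for *Atf3*. *Emp1* had a log2 fold change of -2.38 without overlap of the counts. *Mlf1* had -2.60, and its 1 to 125 counts in T10-L1 DRG overlapped the 0 to 14 of L3–L5 DRG. Of 22 gene comparisons of Table 1, 17 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 6 had an adjusted p under 0.05 in DESeq2. In 11 of the 22 the 4 libraries of one group lay wholly above those of the other. By chance this happens in 1 of 35 ways of splitting 8 libraries for a gene picked without these data. The paper chose the genes of Table 1 from these same libraries, so that share is no baseline for them.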

Notable DEGs are highlighted in Table 1. Thus, nervous system related genes such as *Ntsr2, Th, Trpv1, Accn1, Kcnh6, Cacna1b,* and *Gabrb3* were enriched in L3–L5 DRG, while immune system related genes *Il6, Ccr1, Cxcl10, Nfkbie, Icam1,* and *Cd248* are mainly expressed in T10-L1 (Table 1). Consequently, gene clustering according to statistical overrepresentation test for biological processes using the PANTHER software assigned 9 predominant DEGs from L3–L5 DRG to the regulation of membrane potential. 

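*Trpv1* had 72.0 ± 69.7 RPKM (SD, n = 4) in L3–L5 DRG and 9.01 ± 7.6 RPKM in T10-L1 DRG, a log2 fold change of 3.02 (standard error 0.89, unadjusted p = 0.00734 in edgeR's quasi-likelihood test). Its counts overlapped, from 206 to 7451 in L3–L5 DRG and from 142 to 464 in T10-L1 DRG. *Th* (50.9 ± 38.4 against 4.25 ± 4.55 RPKM), *Cacna1b*, *Kcnh6* and *Accn1* overlapped in the same way, with log2 fold changes of 3.60, 2.69, 2.73 and 2.98. *Accn1* has an annotated exon length of 4264 bp and a mean of 13.5 RPKM in L3–L5 DRG and 1.72 in T10-L1 DRG. *Ntsr2* had 28 to 193 counts in L3–L5 DRG and 0 to 30 in T10-L1 DRG, which overlapped in raw counts and not in RPKM, and a log2 fold change of 3.86. Library 2 stood apart in T10-L1 DRG at 1.84 RPKM. The share of reads on 8 neuron markers was uneven in L3–L5 DRG, at 0.43%, 1.16%, 1.33% and 0.16% in libraries 1 to 4. In T10-L1 DRG this share was 0.23% to 0.49%. Whether it accounts for the higher values of these genes in L3–L5 DRG was not tested.

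Among the immune genes, *Il6* had 37 to 296 counts in T10-L1 DRG and 0 to 35 in L3–L5 DRG, a log2 fold change of L3–L5 over T10-L1 DRG of -3.64 (standard error 1.26, unadjusted p = 0.0167). *Ccr1* had -3.51 (standard error 1.33, unadjusted p = 0.0252), and single libraries stood apart in both groups, T10-L1 DRG library 4 at 20.4 RPKM and L3–L5 DRG library 1 at 2.92 RPKM. *Cxcl10* had -2.73 (standard error 0.63, unadjusted p = 0.00159), with an adjusted p of 0.785 in edgeR's quasi-likelihood test and 0.00843 in DESeq2. *Nfkbie* had -2.57, *Icam1* -2.33 and *Cd248* -2.34, each with overlapping RPKM, and the last pair had unadjusted p of 0.0656 and 0.119. In L3–L5 DRG *Icam1* reached 28.5 RPKM in library 1 against 0.227 to 4.07 in the other 3. The 13 immediate-early and dissociation-response markers listed apart from these genes were also higher in T10-L1 than in L3–L5 DRG, by 1.71 in mean log2(CPM + 1) (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow; adjusted p = 0.0358 over 5 marker tests).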

Biological processes assigned for T10-L1 DRG DEGs were involved in the regulation of MAPK cascade (10 DEGs) and cellular response to organic substance (15 DEGs). 

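*Nfil3*, on chromosome 13 from 53062578 to 53076442, had 123 ± 92.8 RPKM (SD, n = 4) in T10-L1 DRG and 19.3 ± 7.45 RPKM (SD, n = 4) in L3–L5 DRG. Its log2 fold change of L3–L5 over T10-L1 DRG was -2.72 (standard error 0.54, unadjusted p = 0.000604, adjusted p = 0.785 in edgeR's quasi-likelihood test; adjusted p = 0.00146 in DESeq2). *Irgm1* had a log2 fold change of -3.16 (standard error 0.82, unadjusted p = 0.0035), and T10-L1 DRG library 3 stood apart at 133 RPKM against 22.3 to 39.1 in the other 3. *Pdgfc* had 269 to 374 counts in T10-L1 DRG and 1 to 181 in L3–L5 DRG, a log2 fold change of -2.54 (standard error 1.16, unadjusted p = 0.054).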

Importantly, many of these DEGs, including *Ccr1, Cxcl10, Pdgfc, Nfil3, Irgm1, Il6,* and *Icam1* are linked to immune processes.

**Table 1:** DEGs predominantly present in L3–L5 compare to T10-L1 DRG sensory neurons or vice versa.

Gene Id	T10-L1 DRG RPKM	L3–L5 DRG RPKM	FC	pval	Name
Mpo	0.04025	5.354	126.2	0.04524895	myeloperoxidase
Oprl1	0.2385	9.98875	43.1	0.00053408	opioid receptor-like 1
Ntsr2	0.5095	7.31675	14.7	0.000964351	neurotensin receptor 2
Th	5.67125	68.00275	11.9	0.001879591	tyrosine hydroxylase
Trpv1	13.08425	104.5395	7.9	0.019971988	transient receptor potential cation channel, subfamily V, member 1
Accn1	73.28	574.94525	7.7	0.027897833	acid-sensing ion channel 2
Penk	2.09675	17.1035	7.6	0.000837962	preproenkephalin
Hoxa10	1.1555	8.6405	7.2	0.000480933	homeobox A10
Kcnh6	3.52875	23.24925	6.5	0.048616608	potassium voltage-gated channel, subfamily H, member 6
Cacna1b	1.038	6.65775	6.3	0.02105609	calcium channel, voltage-dependent, N type, alpha 1B subunit
Gabrb3	1.18175	6.41025	5.3	0.008710151	gamma-aminobutyric acid (GABA) A receptor, subunit beta 3
Ikzf4	9.468	0.2785	35.7	0.000209083	IKAROS family zinc finger 4
Il6	12.001	0.961	13.1	0.000966736	interleukin 6
Ccr1	8.6385	0.816	11.8	0.027311494	chemokine (C–C motif) receptor 1
Irgm1	149.1615	17.618	9.0	0.015144517	immunity-related GTPase family M member 1
Cxcl10	272.87475	42.64225	6.7	0.002852945	chemokine (C-X-C motif) ligand 10
Nfil3	125.266	19.62825	6.7	0.00730765	nuclear factor, interleukin 3, regulated
Atf3	1059.589	182.201	6.1	0.000716909	activating transcription factor 3
Nfkbie	32.08375	5.72075	6.0	0.001886081	nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, epsilon
Mlf1	5.3825	0.94475	6.0	0.026136752	myeloid leukemia factor 1
Emp1	93.1805	19.0025	5.2	0.000165979	epithelial membrane protein 1
Icam1	41.339	8.8805	5.1	0.019133475	intercellular adhesion molecule 1
Cd248	11.12975	2.389	5.1	0.000807134	CD248 antigen, endosialin

### DEGs for NG/JG versus L3–L5 DRG and T10-L1 DRG

Nodose-jugular ganglion complex has a specialized role in regulation of several vital visceral organs such as heart, lung, trachea, esophagus, and intestine^16^. Comparison of NG/JG sensory neuronal transcriptomic profiles to DRG revealed only several NG/JG-selective DEGs using outlined selection criteria (see “Materials and Methods”) (Table 2). 

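For NG/JG against T10-L1 DRG, 12430 genes were tested and 4 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), all of them lower in NG/JG. For NG/JG against L3–L5 DRG, 12240 genes were tested, 0 had an adjusted p under 0.05 and the lowest adjusted p was 0.168, while 739 had an unadjusted p under 0.05. Same-numbered NG/JG and L3–L5 DRG libraries had a mean correlation of 0.13 in their deviations from the group means. With the replicate number as a block, 0 genes passed as well. No NG/JG-selective DEG was found at an adjusted p under 0.05. With the unadjusted p, 33 genes were more than 5-fold higher in NG/JG than in T10-L1 DRG at an RPKM above 5, and 56 were higher than in L3–L5 DRG. DESeq2 moved these results most, to 909 and 819 genes with an adjusted p under 0.05, of which 39 and 42 were DEGs higher in NG/JG.

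*Hoxb5*, on chromosome 11 from 96163909 to 96167434, had 45.2 ± 28.7 RPKM (SD, n = 4) in NG/JG and 2.49 ± 2.01 RPKM (SD, n = 4) in T10-L1 DRG, a log2 fold change of 4.27 (standard error 0.79, adjusted p = 0.115 in edgeR's quasi-likelihood test; adjusted p = 3.3e-06 in DESeq2). *2410057H14Rik*, a processed transcript with an annotated exon length of 590 bp, of which 88 bp overlap exons of *Tspan2* on the other strand, had 12 to 163 counts in NG/JG and at most 1 in T10-L1 DRG, at least 20.7-fold higher. *Ddc* had 284, 1, 239 and 62 counts in NG/JG libraries 1 to 4 and 0 to 6 in T10-L1 DRG, and did not pass edgeR's filter on low counts. *Cgn* had 0, 189, 280 and 404 counts in the NG/JG libraries against 0 to 22 in L3–L5 DRG, where library 4 stood apart at 0.711 RPKM, and its log2 fold change was 4.55 (standard error 2.22, adjusted p = 0.894 in edgeR's quasi-likelihood test). Of 6 gene comparisons of Table 2, 4 had an unadjusted p under 0.05, 0 an adjusted p under 0.05 in edgeR's quasi-likelihood test and 5 an adjusted p under 0.05 in DESeq2.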

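At an RPKM above 5, a fold change above 5 and an unadjusted p under 0.05, 162 genes were higher in T10-L1 DRG than in NG/JG and 190 were higher in L3–L5 DRG than in NG/JG. These counts exceeded those in the opposite direction in both comparisons. Fewer genes had reads in NG/JG, between 10132 and 13029 per library, than in T10-L1 DRG (14237 to 16694) or L3–L5 DRG (13617 to 18571).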

DRG sensory neurons contain much more predominant DEGs compared to NG/JG. Thus, T10-L1 DRG sensory neurons have 113 DEGs at RPKM > 5 compared to NG/JG; L3–L5 DRG sensory neurons contain 99 such DEGs with 50 overlapping (Fig. 2A). These DRG-selective DEGs relative to NG/JG sensory neurons cannot be broken onto biological processes using statistical overrepresentation test. Nevertheless, DRG has several notable selective DEGs compared to NG/JG complex sensory neurons, including *Mrgprd* and *Hoxa7* (Table 3).

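At an adjusted p under 0.05 (edgeR's quasi-likelihood test), T10-L1 DRG had 4 DEGs compared to NG/JG, L3–L5 DRG had 0 and the overlap was 0. DESeq2 gave 168 and 194 DEGs, 96 of them in both. The 3 of the 4 with the largest fold changes and no overlap between the groups were *Rgs5*, *Acta2* and *S100a9*. *Rgs5*, on chromosome 1 from 171585632 to 171625944, had 34.4 ± 18 RPKM (SD, n = 4) in T10-L1 DRG and 1 or 2 counts per NG/JG library, at least 375-fold higher (adjusted p = 0.00199, edgeR's quasi-likelihood test). *Acta2* had 559 to 4102 counts in T10-L1 DRG and 0 to 7 in NG/JG, a log2 fold change of NG/JG over T10-L1 DRG of -9.31 (standard error 1.14, adjusted p = 0.0386, edgeR's quasi-likelihood test). *S100a9* had 227 to 2439 counts in T10-L1 DRG and 1 or 2 in NG/JG, at least 258-fold higher (adjusted p = 0.0305, edgeR's quasi-likelihood test). The remaining DEG was *Ngp*, named after its values were seen. The mean log2(CPM + 1) of 10 neutrophil markers, *Ngp* among them and *S100a9* not, was 2.28 higher in the 8 DRG libraries than in the 4 NG/JG libraries (exact permutation test, two-sided p = 0.0121, adjusted p = 0.0358 over 5 marker tests). With 1 library left out at a time, T10-L1 DRG had between 1 and 5 DEGs and L3–L5 DRG between 0 and 2.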

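*Mrgprd*, on chromosome 7 from 152500740 to 152509964, had 125 ± 105 RPKM (SD, n = 4) in L3–L5 DRG and 54.7 ± 37.8 RPKM (SD, n = 4) in T10-L1 DRG. The log2 fold change of NG/JG over L3–L5 DRG was -8.71 (standard error 1.19, adjusted p = 0.168, edgeR's quasi-likelihood test) and that over T10-L1 DRG was -7.56 (standard error 1.03, adjusted p = 0.0588, edgeR's quasi-likelihood test). In DESeq2 the adjusted p was 2.97e-12 and 9.8e-13. *Hoxa7*, on chromosome 6 from 52164490 to 52171853 with 20.4% of its exon length shared with *2700086A05Rik* on the other strand, had log2 fold changes of -5.40 against L3–L5 DRG (standard error 1.73, adjusted p = 0.408) and -5.30 against T10-L1 DRG (standard error 1.70, adjusted p = 0.381), both from edgeR's quasi-likelihood test. In NG/JG its 19 counts in library 1 stood apart from 0 or 1 in the other 3.

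Several other genes of Table 3 had at most 1 count in any NG/JG library. These were at least 68.3-fold higher in T10-L1 DRG for *Cd248* and 35.4-fold for *Cfb*. They were at least 58.1-fold higher in L3–L5 DRG for *Irf5*, 63.8-fold for *Kcnv1*, 35.5-fold for *Kcnk12* and 24.5-fold for *Kcnj3*. *Irf5* shares 14.2% of its exon length with *Tnpo3* on the other strand. *S100a8* had 288 to 4093 counts in T10-L1 DRG and 0 to 4 in NG/JG (log2 fold change -9.40, standard error 1.24, adjusted p = 0.0518, edgeR's quasi-likelihood test). It is a gene of neutrophils like the markers whose mean was higher in DRG. *Pdgfd* had 0 to 281 counts in T10-L1 DRG and overlapped NG/JG. *Oprl1* and *Kctd18* had 48 to 751 and 77 to 440 counts in L3–L5 DRG against 0 to 6 and 0 to 20 in NG/JG, and *Kctd18* shares 20.3% of its exon length with *Sgol2* on the other strand. Of the 18 gene comparisons of Table 3, 1 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 15 an unadjusted p under 0.05 and 18 an adjusted p under 0.05 in DESeq2. In 17 the libraries of the 2 groups did not overlap, in genes that the paper chose from the same libraries.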

**Table 2:** DEGs predominantly present in NG/JG compare to L3–L5 and T10-L1 DRG sensory neurons.

Gene Id	T10-L1 DRG RPKM	NG/JG	FC	padj	Name
2410057H14Rik	0.1875	94.97825	524.7	0.020384839	NA
Phox2b	0.055	23.26825	465.15	2.51435E−06	paired-like homeobox 2b
Efcab6	0.0745	11.109	169.6	0.00022549	EF-hand calcium binding domain 6
Ddc	0.109	9.39	94.0	0.038644539	dopa decarboxylase
Hoxb5	3.69325	66.943	19.7	0.011614601	homeobox B5

Gene Id	L3–L5 DRG RPKM	NG/JG	FC	padj	Name
Phox2b	0.113	23.26825	234.4	0.000262001	paired-like homeobox 2b
Efcab6	0.278	11.109	46.7	0.006521809	EF-hand calcium binding domain 6
Cgn	0.2505	5.0385	23.5	0.04413522	cingulin

**Figure 2:**
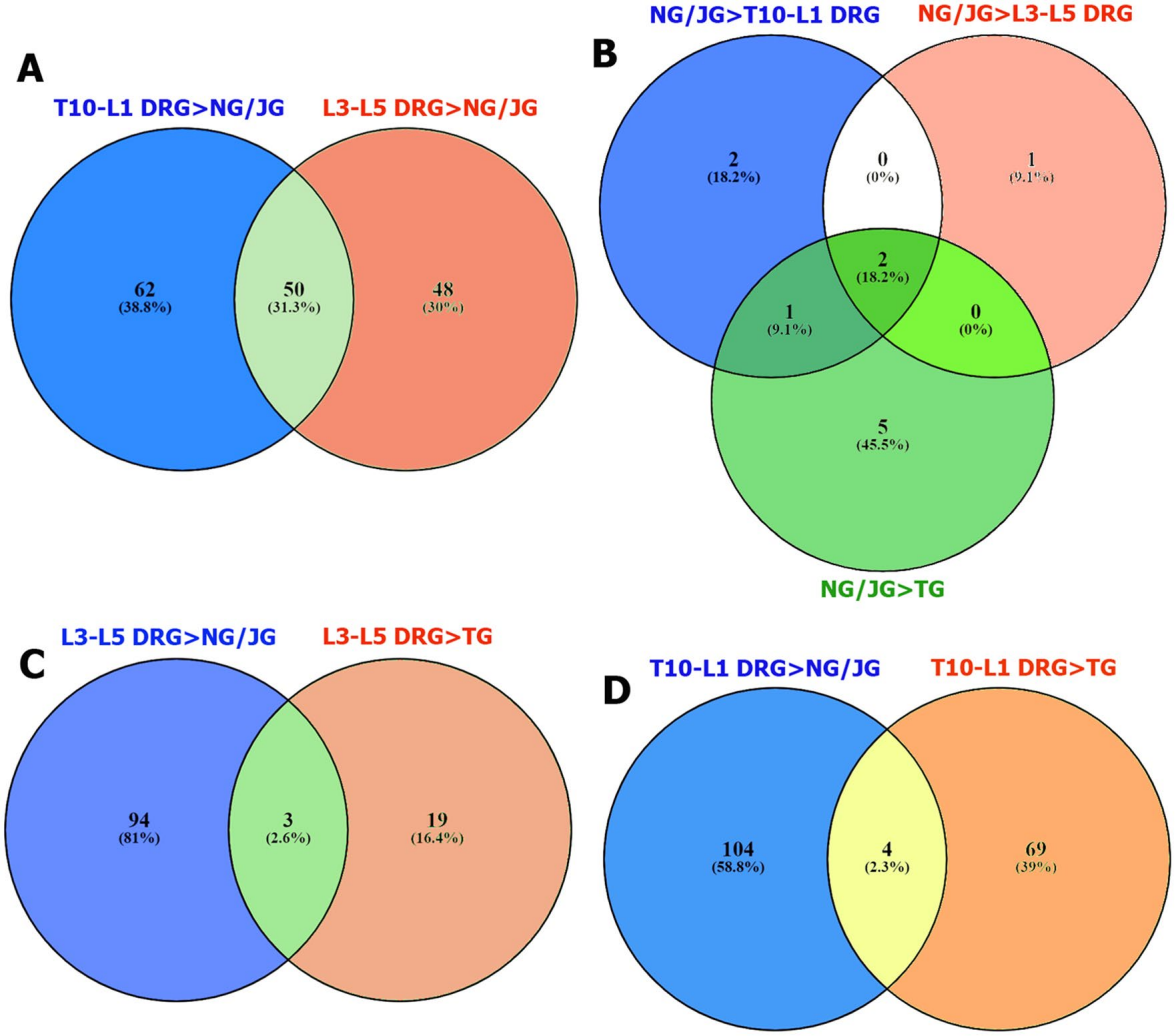
Venn diagrams for T10-L1, L3–L5 DRG and NG/JG sensory neuronal DEGs. Sorted sensory neurons from a variety of ganglia were used for RNA-seq. Venn diagram shows sensory neuronal DEGs predominantly expressed in (**A**) T10-L1 DRG or L3–L5 DRG compared to NG/JG; (**B**) NG/JG compared to T10-L1 DRG, L3–L5 DRG or TG; (**C**) L3–L5 DRG compared to NG/JG or TG; and (**D**) T10-L1 DRG compared to NG/JG or TG.

**Table 3:** A partial list of DEGs predominantly presented in L3–L5 and T10-L1 DRG compare to NG/JG sensory neurons.

Gene Id	NG/JG	T10-L1 DRG RPKM	FC	padj	Name
Pdgfrl	0	14.79675	inf	0.00039352	platelet-derived growth factor receptor-like
Cd248	0.011	11.12975	1000.1	0.000144748	CD248 antigen, endosialin
***S100a8***	***0.5705***	***413.61325***	***670.2***	***6.96639E-05***	***S100 calcium binding protein A8 (calgranulin A)***
***S100a9***	***0.3005***	***203.97425***	***636.3***	***2.41717E-06***	***S100 calcium binding protein A9 (calgranulin B)***
Cfb	0.0125	7.03575	406.6	0.005225064	complement factor B
***Mrgprd***	***0.282***	***54.6245***	***183.9***	***5.49484E-05***	***MAS-related GPR, member D***
Pdgfd	0.0385	5.71475	139.4	0.000510529	potassium channel, subfamily V, member 1
***Hoxa7***	***0.3705***	***15.24875***	***38.1***	***0.017499967***	***homeobox A7***

Gene Id	NG/JG	L3–L5 DRG RPKM	FC	padj	Name
Hoxa10	0	8.6405	inf	0.000423477	homeobox A10
Kcnk12	0	7.58575	inf	0.018391471	potassium channel, subfamily K, member 12
Kcnj3	0	6.0835	inf	0.038077184	potassium inwardly-rectifying channel, subfamily J, member 3
Irf5	0.0145	10.098	626.2	0.040860172	interferon regulatory factor 5
Hoxa9	0.01075	7.03575	599.7	0.002559265	homeobox A9
***Mrgprd***	***0.282***	***124.874***	***410.5***	***0.001419568***	***MAS-related GPR, member D***
Kcnv1	0.0135	5.92025	384.3	0.006718591	potassium channel, subfamily V, member 1
Oprl1	0.078	9.98875	116.3	0.016465571	opioid receptor-like 1
***Hoxa7***	***0.3705***	***16.80775***	***41.5***	***0.019179699***	***homeobox A7***
Kctd18	0.2895	10.0905	32.1	0.047190644	potassium channel tetramerisation domain containing 18

DEGs common for T10-L1 DRG > NG/JG and L3–L5 DRG > NG/JG are presented in bold italic.

### DEGs with strong specificity for DRG, NG/JG and TG sensory neurons

Using pair comparison and Venn diagram analysis we found *Phox2b* (paired-like homeobox 2b) and *Efcab6* (EF-hand calcium binding domain 6) as DEGs that were strongly specific to male mouse NG/JG sensory neurons with little-to-no expression in DRG and TG (Fig. 2B; Table 2). 

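*Efcab6*, on chromosome 15 from 83697142 to 83895809, had 8.92 ± 6.31 RPKM (SD, n = 4) in NG/JG, from 60 to 827 counts, against 0 to 7 counts in T10-L1 DRG, 1 to 19 in L3–L5 DRG and 0 to 3 in TG. The log2 fold change was 7.39 over T10-L1 DRG (standard error 1.58, adjusted p = 0.115) and 5.51 over L3–L5 DRG (standard error 1.47, adjusted p = 0.213), and NG/JG was at least 96.8-fold higher than TG (adjusted p = 0.103), all from edgeR's quasi-likelihood test. All 4 NG/JG libraries lay above the 12 others, and DESeq2 called all 3 comparisons at an adjusted p under 0.05. No gene passed every criterion against all 3 other ganglia in edgeR's quasi-likelihood test, and 7 did in DESeq2. TG against NG/JG was tested on 11769 genes, of which 6 had an adjusted p under 0.05 (edgeR's quasi-likelihood test) and 2 were DEGs higher in NG/JG, *Hoxb5* (at least 215-fold, adjusted p = 0.0117) and *Acsbg1* (log2 fold change of TG over NG/JG -2.66, standard error 0.33, adjusted p = 0.0158). DESeq2 gave 854 genes with an adjusted p under 0.05 and 120 such DEGs.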

*Phox2b* is a transcription factor specifically expressed in neurons of the peripheral and central nervous system^18^. *Phox2b* controls the development of peripheral chemoreceptors and afferent visceral pathways^19^. *Phox2b* is critical for the switch during embryo development from somatic to visceral cranial sensory pathways^20^. The function of *Efcab6* in sensory neurons is not clear. Several mRNA sensory neuronal markers found in the DRG and TG neurons are absent in NG/JG. 

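NG/JG libraries had between 2 and 14 counts on *Mrgprd*, a mean of 0.282 ± 0.237 RPKM (SD, n = 4). In TG it was uneven, with 3, 249, 106 and 156 counts in libraries 1 to 4 and 7.62 ± 6.49 RPKM (SD, n = 4). The log2 fold change of TG over NG/JG was 5.02 (standard error 1.76, adjusted p = 0.291 in edgeR's quasi-likelihood test; adjusted p = 0.00225 in DESeq2), and the counts of the 2 ganglia overlapped.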

For example, NG/JG sensory neurons do not express *Mrgprd *(Table 3), an established marker of IB4^+^ DRG neurons^11,21^. 

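*Pvalb*, on chromosome 15 from 78021544 to 78036830, had at most 1 count in any NG/JG library. TG libraries had 137, 85, 319 and 832 counts, or 56.4 ± 58.5 RPKM (SD, n = 4), at least 141-fold higher than NG/JG (adjusted p = 0.0911 in edgeR's quasi-likelihood test and 2.8e-09 in DESeq2). In L3–L5 DRG it had 7.61 ± 6.9 RPKM and in T10-L1 DRG 13.1 ± 19.5 RPKM (SD, n = 4), where library 1 had 287 counts and library 2 had 5.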

A marker of proprioceptors, *Pvalb*, is also absent in NG/JG neurons, but is highly expressed in TG neurons, despite the fact that TG do not have proprioreceptors^1,11,22^. Another example is calcitonin-related polypeptide beta, *Calcb*, which is at > 40-fold lesser in NG/JG sensory neurons compared to DRG or TG. 

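*Calcb*, on chromosome 7 from 121862157 to 121866879, had 2.09 ± 1.87 RPKM (SD, n = 4) in NG/JG, 170 ± 148 in L3–L5 DRG, 130 ± 41.9 in T10-L1 DRG and 83.3 ± 35.1 in TG. NG/JG was lower by a factor of 76.8 than L3–L5 DRG (adjusted p = 0.168), 60.8 than T10-L1 DRG (adjusted p = 0.0711) and 45.9 than TG (adjusted p = 0.093), all from edgeR's quasi-likelihood test. The log2 fold changes of NG/JG over the first 2 were -6.26 (standard error 1.13) and -5.93 (standard error 0.88), and that of TG over NG/JG was 5.52 (standard error 1.05). The 3 to 30 counts of the NG/JG libraries lay below those of the 12 others, and DESeq2 gave adjusted p values of 4.76e-07, 3.24e-11 and 1.75e-08.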

Other notable DEGs lacking expression in NG/JG neurons are *Pdgfrl*, *Orai1* and *Xylt2 *(Table 3).

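*Pdgfrl* and *Orai1* had no counts in any NG/JG library, where 3 counts would have been 0.3101 to 0.4174 CPM. *Pdgfrl* had 136 to 333 counts in T10-L1 DRG, at least 54.6-fold higher than NG/JG (adjusted p = 0.115, edgeR's quasi-likelihood test), and library 1 stood apart there at 16.3 RPKM against 3.58 to 4.84 in the other 3. In L3–L5 DRG and TG it had 0 to 121 and 1 to 346 counts. *Orai1* had 2 to 309 counts in T10-L1 DRG, 0 to 210 in L3–L5 DRG and 0 to 142 in TG. *Xylt2* had at most 2 counts per NG/JG library and was at least 108-fold higher in L3–L5 DRG (adjusted p = 0.168), 80.0-fold in T10-L1 DRG (adjusted p = 0.115) and 54.0-fold in TG (adjusted p = 0.146), all from edgeR's quasi-likelihood test. DESeq2 gave adjusted p values of 1.12e-09, 5.47e-14 and 7.65e-08 for these. Against T10-L1 DRG, L3–L5 DRG and TG it gave 1.02e-09, 0.0853 and 1.44e-05 for *Pdgfrl*, and 0.000144, 0.0158 and 0.00212 for *Orai1*.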

Hox genes play critical roles in development of many cell types, especially a subset of neurons, during embryogenesis^23^. 

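*Hoxa9*, on chromosome 6 from 52173099 to 52181088, had 6.51 ± 2.8 RPKM (SD, n = 4) in L3–L5 DRG, no counts in TG and at most 1 in any NG/JG library. L3–L5 DRG was at least 54.5-fold higher than NG/JG (adjusted p = 0.168) and 38.5-fold higher than TG (adjusted p = 0.0829), both from edgeR's quasi-likelihood test. *Hoxa10*, on chromosome 6 from 52181196 to 52190853, had no counts in NG/JG and at most 3 in TG, and L3–L5 DRG was at least 65.1-fold and 46.0-fold higher (adjusted p = 0.168 and 0.0829, edgeR's quasi-likelihood test). *Hoxa7* had 11.4 ± 2.8 RPKM (SD, n = 4) in L3–L5 DRG and at most 1 count in any TG library, at least 55.6-fold higher (adjusted p = 0.0829, edgeR's quasi-likelihood test). DESeq2 called all 3 genes in both comparisons, with adjusted p values between 3.1e-10 and 0.00107.

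For L3–L5 DRG against TG, 12900 genes were tested and 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, while 2342 had an unadjusted p under 0.05 and 267 of these were more than 5-fold higher in L3–L5 DRG at an RPKM above 5. DESeq2, which moved this most among the alternatives with all 8 libraries, gave 1612 genes and 226 DEGs. Without TG library 1, edgeR's quasi-likelihood test gave 2038 genes. No gene was a DEG of L3–L5 DRG against both NG/JG and TG, and 33 were in DESeq2.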

We found *Hoxa7, Hoxa9,* and *Hoxa10* were selectively expressed in L3–L5 DRG compared to NG/JG or TG (Fig. 2C; Table 3). 

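*Hoxb2*, on chromosome 11 from 96212946 to 96217003, and *Hoxb7*, on chromosome 11 from 96145571 to 96151650, had no counts in any TG library. In L3–L5 DRG they had 2.56 ± 1.35 and 2.15 ± 2.39 RPKM (SD, n = 4), at least 14.3-fold and 14.9-fold higher than TG (adjusted p = 0.0859 for both, edgeR's quasi-likelihood test). Their RPKM lay under the criterion of 5. *Hoxb7* shares 26.2% of its exon length with *Hoxb8* on the same strand. *Hoxb5* had 6.56 ± 5.51 RPKM (SD, n = 4), 17 to 443 counts, against at most 1 in TG, at least 31.3-fold higher (adjusted p = 0.0829, edgeR's quasi-likelihood test). In DESeq2 the adjusted p of *Hoxb2*, *Hoxb5* and *Hoxb7* was 5.95e-06, 7.84e-06 and 8.7e-05.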

Comparison of DRG sensory neuron selective expression relatively to only TG sensory neurons found *Hoxb2*, *Hoxb5,* and *Hoxb7* as L3–L5 DRG sensory neuron-specific DEGs. Evaluation of T10-L1 DRG sensory neuronal transcriptomic profiles relatively to NG/JG or TG outlined 4 DEGs, including *Hoxa7* (Fig. 2D). 

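For TG against T10-L1 DRG, 12914 genes were tested and 758 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), 559 higher and 199 lower in TG. At the full criteria, 46 DEGs were higher in T10-L1 DRG. The 3 with the largest fold changes were *Ngp*, *Camp* and *Ltf*, with at least 301-fold higher counts for *Ngp* (adjusted p = 0.0247) and 48.6-fold for *Camp* (adjusted p = 0.0286), and a log2 fold change of TG over T10-L1 DRG of -7.91 for *Ltf* (standard error 1.30, adjusted p = 0.0254), all from edgeR's quasi-likelihood test. These 3 belong to the list of neutrophil markers. *Ngp* was the only gene that was a DEG of T10-L1 DRG against both NG/JG and TG. *Hoxa7* was a DEG against TG, at least 50.5-fold higher (adjusted p = 0.0254, edgeR's quasi-likelihood test), but not against NG/JG. The comparison of TG with NG/JG would set these 2 results against each other, but *Hoxa7* had too few counts there for the test. It had at most 1 count in any TG library, and in NG/JG its 19 counts in library 1 stood apart. The 2 genes lower in TG there at an adjusted p under 0.05 were *Hoxb5* and *Acsbg1* (edgeR's quasi-likelihood test). That *Hoxa7* was not called there does not show that the 2 results are equal. Leaving out libraries moved the comparison of TG with T10-L1 DRG most. It gave 0 genes with an adjusted p under 0.05 without TG library 2 or 3 or without T10-L1 DRG library 1 or 2. Without TG library 1 it gave 3583 genes. DESeq2 gave 2199 genes with an adjusted p under 0.05, 169 DEGs higher in T10-L1 DRG than in TG, and 20 DEGs against both NG/JG and TG.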

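In T10-L1 DRG, *Hoxb2* had 4.97 ± 2.65 RPKM (SD, n = 4) and *Hoxb7* 2.74 ± 1.27 RPKM (SD, n = 4), against no counts in TG. They were at least 27.8-fold (adjusted p = 0.0254) and 19.0-fold higher (adjusted p = 0.0283) than TG in edgeR's quasi-likelihood test, and their RPKM lay under the criterion of 5. Both were also called in DESeq2 and without TG library 1. Neither was called with the replicate number as a block, without TG library 2, 3 or 4, or without any 1 of the T10-L1 DRG libraries. *Hoxb5* had 28 to 100 counts in T10-L1 DRG and at most 1 in TG, at least 11.9-fold higher (adjusted p = 0.0429, edgeR's quasi-likelihood test), also under an RPKM of 5. The comparison of L3–L5 with T10-L1 DRG sets these differences against each other. It gave 0 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test), so no inequality was called. This does not show that they are equal.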

*Hoxb2* and *Hoxb7*, but not *Hoxb5* are also specific for T10-L1 DRG sensory neurons compared to TG neurons. Interestingly most Hox genes, except for *Hoxa7*, did not differentially express in T10-L1 DRG when compared to NG/JG sensory neurons. 

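*Hoxa9* had 17 to 75 counts in T10-L1 DRG and at most 1 in NG/JG, at least 12.2-fold higher (adjusted p = 0.121, edgeR's quasi-likelihood test; adjusted p = 0.000103 in DESeq2) at 1.45 ± 1.27 RPKM (SD, n = 4). *Hoxa10* had 2 to 70 counts in T10-L1 DRG, at least 8.71-fold higher, and did not pass edgeR's filter on low counts (adjusted p = 0.00185 in DESeq2). *Hoxb2* and *Hoxb7* overlapped between the groups in RPKM, with log2 fold changes of NG/JG over T10-L1 DRG of -0.96 (standard error 1.51, adjusted p = 1) and -2.42 (standard error 1.92, adjusted p = 1) in edgeR's quasi-likelihood test. *Hoxb6* was in the opposite direction, with 109 to 253 counts in NG/JG against 40 to 95 in T10-L1 DRG.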

Overall, our data show that *Hoxa7* was the only DEG distinctively expressed in both T10-L1 and L3–L5 DRG, but not NG/JG or TG. 

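*Hoxa7* had 10.4 ± 2.92 RPKM (SD, n = 4) in T10-L1 DRG, with 270 to 348 counts per library, and L3–L5 DRG libraries had 114 to 486 counts. TG had a mean of 0.032 RPKM and NG/JG 0.252 RPKM. *Hoxa7* met the RPKM and fold criteria in all 4 comparisons of a DRG group with NG/JG or TG, and its adjusted p was under 0.05 only for T10-L1 DRG against TG in edgeR's quasi-likelihood test. No gene was a DEG in all 4 comparisons. In DESeq2 6 genes were, *Hoxa7* among them, and with edgeR's likelihood-ratio test, chosen after the data were examined, 2 were, *Hoxa7* and *Kcnv1*.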

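The Hox genes named in the paper all had reads in DRG. The lowest means in L3–L5 DRG were 0.621 ± 0.69 RPKM for *Hoxa6* and 0.962 ± 0.626 RPKM for *Hoxc8* (SD, n = 4), with 0 to 32 and 10 to 41 counts. In T10-L1 DRG *Hoxd10* had 0 to 9 counts and a mean of 0.0637 ± 0.127 RPKM (SD, n = 4), *Hoxa6* 0 to 16 counts and *Hoxd9* 0 to 50 counts.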

We did not find Hox genes that lack transcription in DRG neurons.

Venn analysis of DEGs showed that 6 genes had significantly higher presence in TG compared to L3–L5 DRG, T10-L1 DRG as well as NG/JG sensory neurons (Fig. 3A,B). 

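*Prl*, on chromosome 13 from 27149439 to 27157073, had 437, 3145, 49211 and 221 counts in TG libraries 1 to 4 and 8 to 40 counts in every library of the other ganglia. Its mean of 2560 ± 4600 RPKM (SD, n = 4) rests on library 3, at 9450 RPKM against 43.4 to 691 in the other 3. The log2 fold change of TG was 10.22 over T10-L1 DRG (standard error 1.94, adjusted p = 0.0254), 9.71 over L3–L5 DRG (standard error 1.96, adjusted p = 0.0829) and 10.11 over NG/JG (standard error 1.88, adjusted p = 0.093), all from edgeR's quasi-likelihood test. *Gh*, on chromosome 11 from 106161585 to 106163179, had 105, 2615, 2683 and 150 counts in TG against at most 17 elsewhere. Its log2 fold change was 10.41 over T10-L1 DRG (standard error 1.50, adjusted p = 0.0254) and 8.54 over L3–L5 DRG (standard error 1.66, adjusted p = 0.0829), and TG was at least 608-fold higher than NG/JG (adjusted p = 0.045, edgeR's quasi-likelihood test). *Pomc*, on chromosome 12 from 3954951 to 3960618, had 2616, 4163, 3398 and 32 counts in TG, and library 4 overlapped the 5 to 40 counts of L3–L5 DRG and the 2 to 39 of NG/JG, the latter not in RPKM. Its log2 fold changes were 8.65, 7.88 and 7.68 over T10-L1 DRG, L3–L5 DRG and NG/JG (adjusted p = 0.0254, 0.0829 and 0.093, edgeR's quasi-likelihood test).

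*Ptgds*, on chromosome 2 from 25322229 to 25325566, was high in every TG library, with 3676 to 10118 counts against at most 418 elsewhere and log2 fold changes of 6.36, 7.29 and 5.35 over T10-L1 DRG, L3–L5 DRG and NG/JG. *Cyp2f2*, on chromosome 7 from 27904928 to 27918679, had 15 to 628 counts in TG and at most 7 elsewhere. *Krt18*, on chromosome 15 from 101858647 to 101862457, had 455, 66, 195 and 0 counts in TG and at most 6 elsewhere. It did not pass edgeR's filter on low counts. Of the listed meningeal and choroid plexus markers, *Slc22a6* had 18 to 400 counts in TG and at most 9 elsewhere. *Slc6a13*, *Mgp*, *Igf2*, *Kcnj13* and *Folr1* also had their highest mean CPM in TG, while *Ttr* and *Foxc1* did not. Whether RNA from such tissue bears on *Ptgds* was not tested.

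In edgeR's quasi-likelihood test, 55 DEGs were higher in TG than in T10-L1 DRG, 3 than in NG/JG and 0 than in L3–L5 DRG, so no gene was a DEG in all 3 comparisons. At an unadjusted p under 0.05 the counts were 103, 167 and 118. By the rule for named genes, *Hapln2* (at least 79.7-fold over T10-L1 DRG, adjusted p = 0.0254), *Klk6* (at least 243-fold over NG/JG, adjusted p = 0.0267) and *Fth1* (log2 fold change 2.99 over NG/JG, standard error 0.44, adjusted p = 0.045) were also among the 3 largest. DESeq2 gave 20 genes in all 3 comparisons. Without the filter on low counts, 6 genes were in all 3 in edgeR's quasi-likelihood test, and *Prl*, *Gh*, *Pomc*, *Ptgds* and *Cyp2f2* were among them. Of the 18 gene comparisons of Fig. 3B, 15 had an adjusted p under 0.05 in DESeq2, which gave none for *Prl* because its outlier filter on single libraries removed the 3 *Prl* comparisons. The mean log2(CPM + 1) of 15 pituitary markers other than *Prl*, *Gh* and *Pomc* was 0.30 in TG and 0.06 in the other 12 libraries (exact permutation test, two-sided p = 0.017, adjusted p = 0.0358 over 5 marker tests by the Benjamini-Hochberg method). Of the 15 markers, 9 had no reads in any TG library. The result depended on the settings. The exact permutation p was 0.061 at a pseudocount of 0.1, 0.0681 without TG library 3 and 0.0022 without L3–L5 DRG library 4. From the overlap of the 3 comparisons the paper gives the 6 genes of Fig. 3B as specific to TG sensory neurons. It examines PRL, GH and POMC further by immunohistochemistry.

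**Figure D1:**
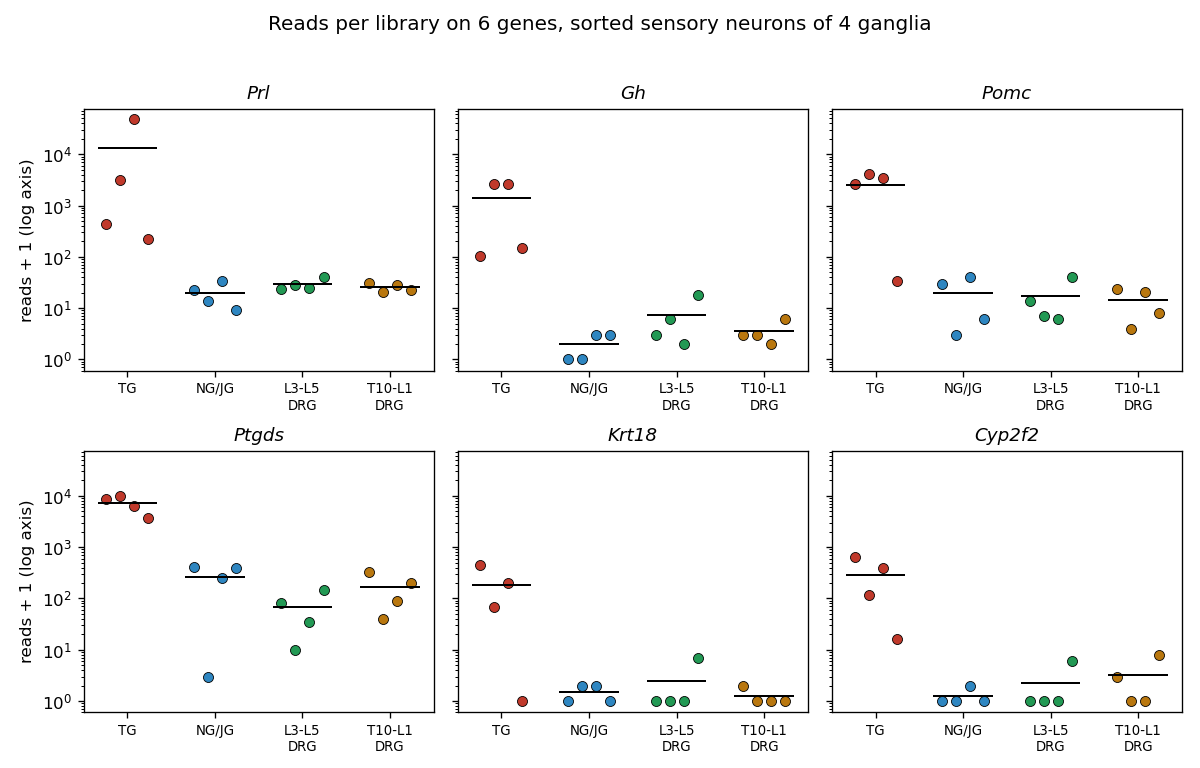
Reads per library on 6 genes in the 4 ganglia, 4 libraries each, drawn as reads + 1 on a log axis. Points are libraries 1 to 4 from left to right and bars are means. TG library 3 has 49211 reads on *Prl*, TG library 4 has 32 on *Pomc* and 0 on *Krt18*, and all 4 TG libraries have at least 3676 on *Ptgds*.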

*Cyp2f2* gene product is critical in the metabolism and toxicity of numerous xenobiotic compounds^24^. *Ker18* plays a role in intestinal pathology^25^ and is linked to peripherin, a well-known marker for small-diameter sensory neurons^26^, located in chromosome 12^27^. *Ptgds* is a key enzyme in prostaglandin synthesis and specifically translated in female lumbar DRG neurons^28^. Accordingly, the PTGDS inhibitor, AT-56 produces hypersensitivity in male but is only effective at high doses in female mice^28^. *Prl, Gh,* and *Pomc* genes encode classical master-hormones, which are highly expressed in the pituitary^29,30^. PRL contribution in sex-dependent pain has been proposed in several studies^31–34^. These studies have mainly focused on expression and function of PRL receptor (Prlr) in DRG or TG neurons^35–38^. Exogenous GH plays an anti-nociceptive role in the spinal system^39^. POMC, which undergoes post-translational processing into multiple peptides including alpha, beta and gamma melanocyte-stimulating hormones (MSH), and adrenocorticotropin (ACTH), is also involved in anti-nociception in the spinal system due to opioids processed from POMC^40^. Further analysis of RNA-seq data showed that several DEGs are in DRG or NG/JG, but not TG sensory neurons. These genes are *Map3k12, Slc35c1, Slc35b4, Ranbp6, Rab9b, Rapgef5, Tspan12, Ggta1,* and *Coro1c*. 

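TG libraries had between 0 and 148 counts on these 9 genes, and TG library 1 had few of them throughout. Over L3–L5 DRG the log2 fold changes of TG lay between -4.23 for *Map3k12* (standard error 0.97, adjusted p = 0.0859) and -2.96 for *Slc35b4* (standard error 0.92, adjusted p = 0.128), without overlap of the libraries for any of the 9, and none had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Over T10-L1 DRG the libraries did not overlap either, and *Rapgef5* (log2 fold change -4.39, standard error 0.96, adjusted p = 0.0335), *Tspan12* (-4.16, standard error 0.90, adjusted p = 0.0328) and *Ggta1* (-4.45, standard error 0.91, adjusted p = 0.0285) had an adjusted p under 0.05 in edgeR's quasi-likelihood test. *Map3k12* shares 17.5% of its exon length with *Pcbp2* on the other strand.

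Over NG/JG, *Coro1c* was the only one of the 9 without overlap in RPKM, with 5 to 148 counts in TG and 515 to 915 in NG/JG and a log2 fold change of -2.70 (standard error 0.99, adjusted p = 0.329, edgeR's quasi-likelihood test). *Slc35b4* did not overlap in raw counts (3 to 112 in TG, 167 to 808 in NG/JG) but did in RPKM. DESeq2 called 18 of the 27 comparisons of these genes at an adjusted p under 0.05. Other genes were uneven in NG/JG. *Rab9b* had 0 to 475 counts there and *Rapgef5* 2 to 898, and their negative log2 fold changes of TG over NG/JG reversed to 2.08 for *Rab9b* without NG/JG library 2 and to 0.68 for *Rapgef5* (-3.90 with all 8 libraries) without NG/JG library 4.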

Involvement of these genes in nociceptive pathway is unknown.

**Figure 3:**
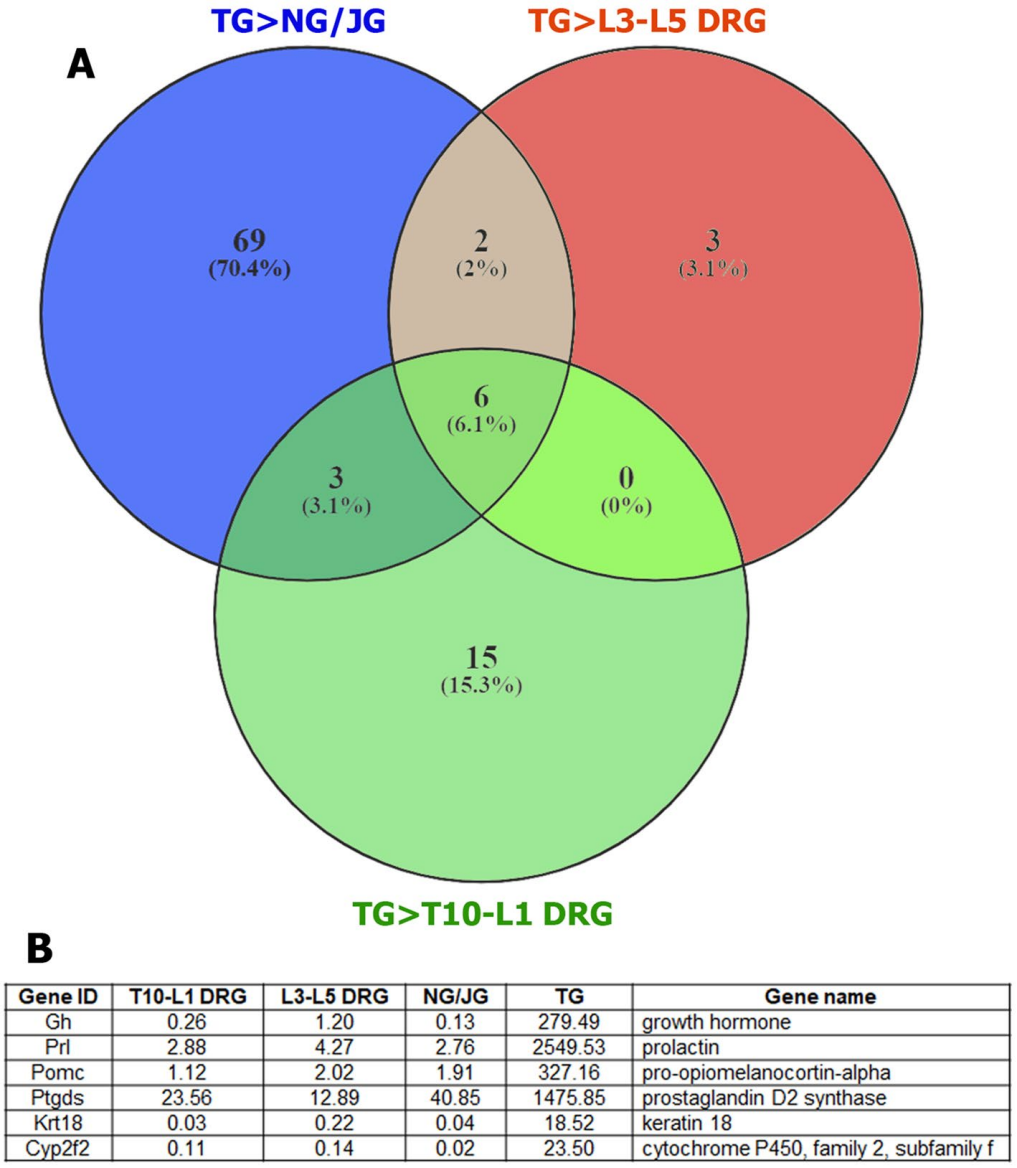
TG sensory neuronal specific genes. (**A**) Venn diagram reveals DEGs specifically expressed in TG compared to L3–L5 DRG, T10-L1 DRG and NG/JG sensory neurons; (**B**) Mean expression levels (in RPKM) for 6 genes in sensory neurons isolated from different ganglia. N = 4 for each ganglion.

### Expression of Prl, Gh and Pomc gene products in sensory ganglia.

Sorting pure sensory neuronal fraction is challenging, as sensory neurons constitute only 5–10% of ganglion cells^22,41^, and non-neuronal cells are difficult to dissociate from neurons^41^. Furthermore, RNA-seq data need validation with immunohistochemistry (IHC), as RT-PCR alone again requires FACS sorting of sensory neurons. Accordingly, we used IHC to examine sensory ganglia from male mice expressing PRL, GH and POMC proteins. Here we employed POMC antibodies against 138–150 amino acid residue peptides, which corresponds to the position of a-MSH and ACTH hormone. POMC showed a moderate-to-high level of expression in 63.3 ± 14.2% (n = 3) TG neurons, low level in DRG neurons and was absent in NG/JG neurons (Fig. 4*, the upper panel*). GH (Fig. 4*, the middle panel*) and PRL (Fig. 4*, the bottom panel*) were almost exclusively in a subset of male mouse TG neurons. GH was expressed at medium-to-strong levels (i.e. clear above background) in 17.5 ± 5.4% (n = 3), and PRL in 14.3 ± 6.1% (n = 3) of male mouse TG neurons. These results correspond with previous single-cell sequencing studies of male mouse DRG neurons showing low levels (1 to 9 RPKM) of POMC mRNA, and no expression of GH or PRL mRNA^11^. We also evaluated a GH^+^ cell size distribution and expression in TRPV1^+^ and CGRP^+^ nociceptive sensory neurons. GH was detected in all sizes of sensory neurons with minimal in < 15 μm neurons (3.3 ± 1.1%; n = 3) and maximal presence in 15–25 μm neurons (40.6 ± 3.3%; n = 3; Fig. 5C). To detect TRPV1^+^ and CGRP^+^ TG neurons, TRPV1-GFP and CGRP/TdTomato reporter mice were used^22^ (Fig. 5A,A’,B,B’). Among GH^+^ TG neurons, 26.0 ± 4.9% (n = 3) had TRPV1 (yellow arrows; Fig. 5A,A’,D) and 54.4 ± 4.6% (n = 3) expressed CGRP (yellow arrows; Fig. 5B,B’,D). According to these results, approximately 74% of sensory neurons were GH^+^/trpV1^-^ and 45% GH^+^ TG neurons did not express CGRP. Overall, these data indicate that GH is expressed in both nociceptive and non-nociceptive TG sensory neurons.

**Figure 4:**
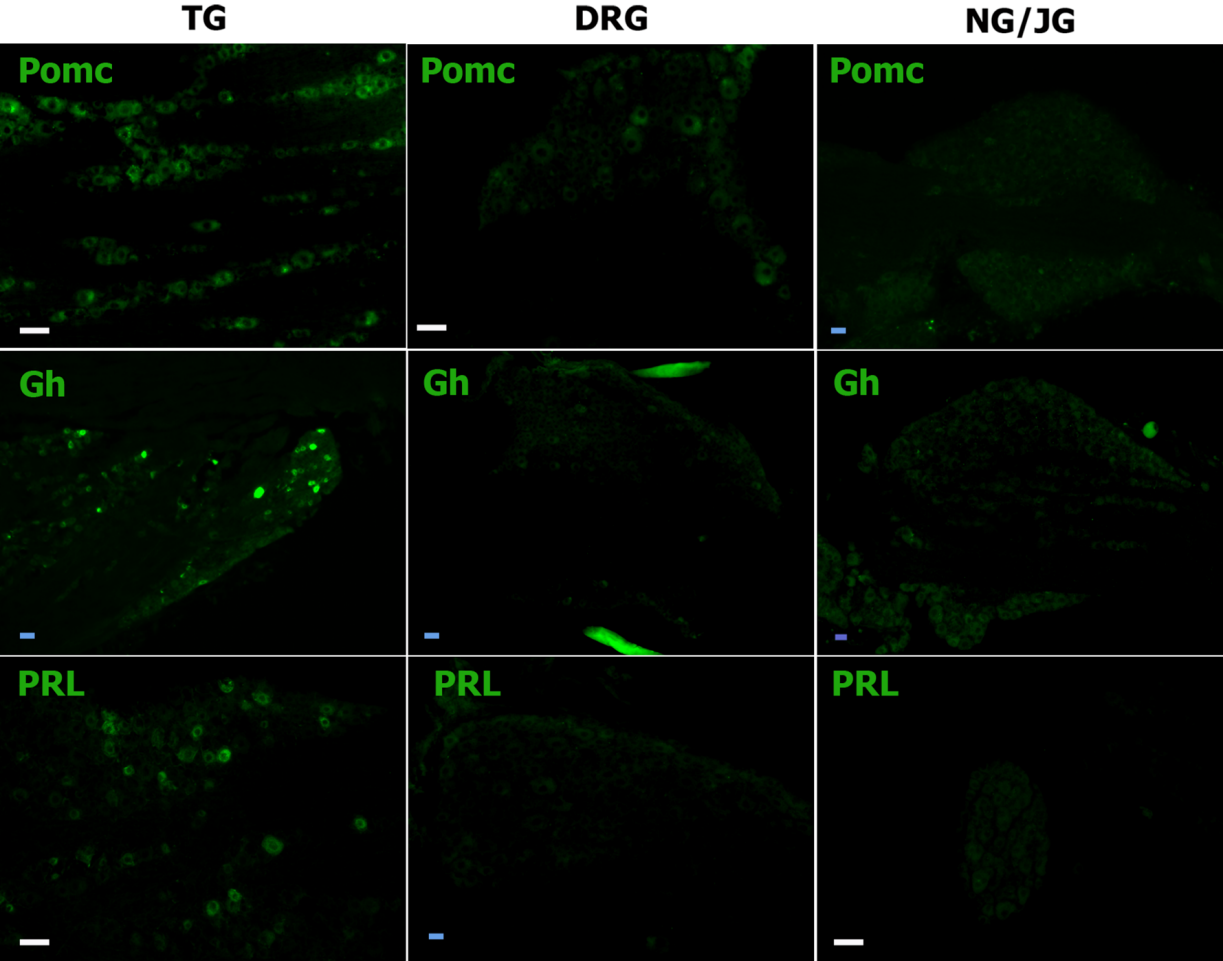
Expression of Prl, Gh and Pomc gene products in DRG, NG/JG and TG. TG, DRG and NG/JG cryo-sections harvested from naïve mice and labeled with Pomc (*upper panels*), Gh (*middle panels*) and Prl (*bottom panels*) antibodies. Type of sensory ganglion is noted above upper panel. White bars correspond to 40 μm on images captured with × 20 objective. Blue bars correspond to 40 μm on images captured with 10 × objective.

**Figure 5:**
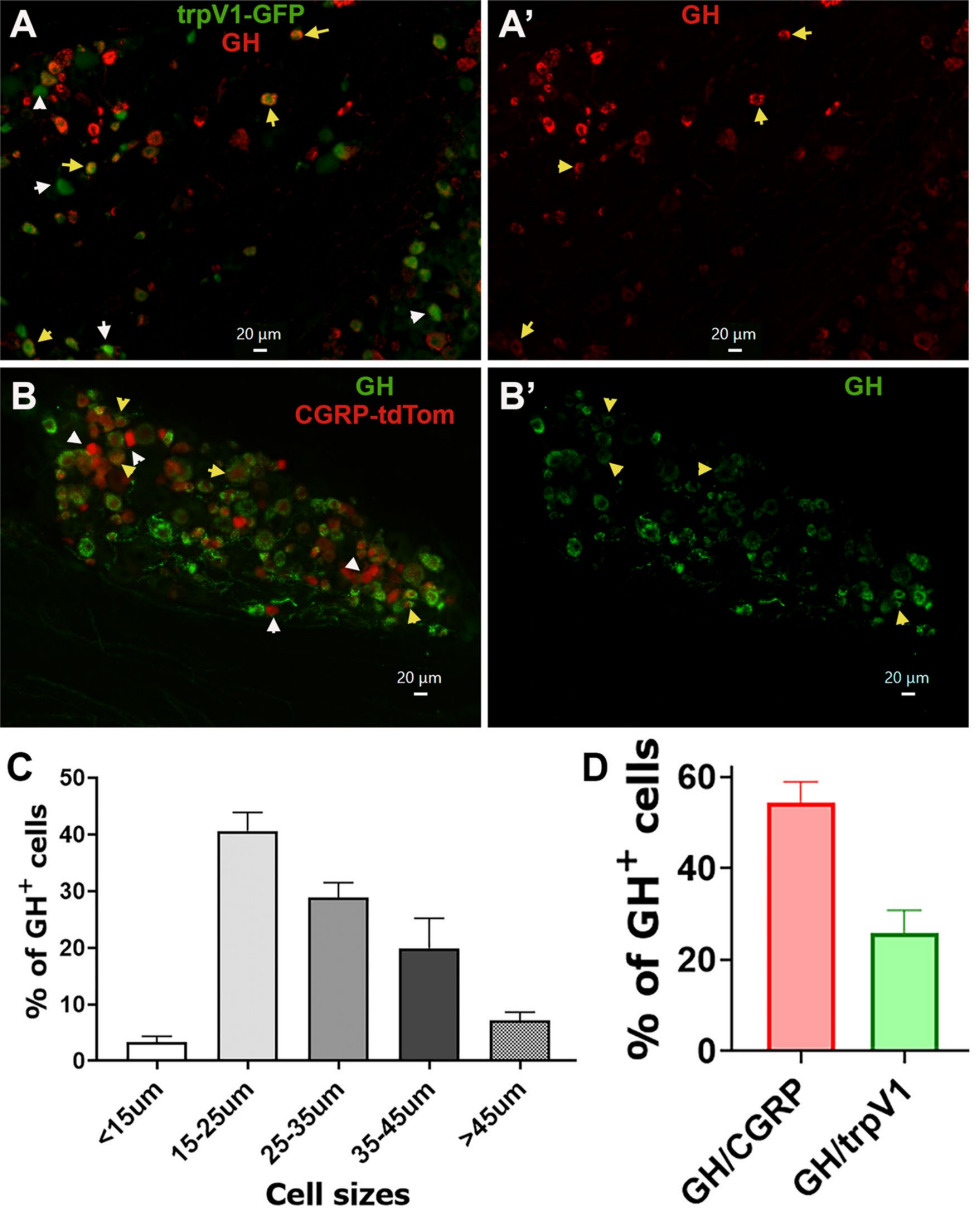
Size distribution of GH^+^ cells in TG and co-expressions of GH with CGRP/TdTomato^+^ and TrpV1-GFP^+^ TG neurons. (**A** and **A’**) Immunohistochemistry (IHC) of TG section from TrpV1-GFP reporter mouse with GH (red). Yellow arrows show TrpV1^+^/GH^+^ cells and white arrows TrpV1^+^/GH^-^ cells. White bars correspond to 20 μm on images captured with 20 × objective. (**B** and **B’**) IHC of TG section from CGRP^cre-ER^/TdTomato reporter mouse with GH (green). Yellow arrows show CGRP^+^/GH^+^ cells and white arrows CGRP^+^/GH^-^ cells. White bars correspond to 20 μm on images captured with 20 × objective. (**C**) Cell size distribution of GH + cells in TG of three independent mice. (**D)** Percentages of GH^+^ cells co-expressing with CGRP^cre-ER^/TdTomato and trpV1-GFP-positice TG sensory neurons.

To further investigate GH and POMC expression, we performed whole mount IHC on male mouse dura biopsies as it was previously done for PRL^38^. GH is present in a set of neurofilament heavy chain positive (NFH^+^) dural fibers (Fig. 6A’,A’’ *green arrows*), blood vessel cells (Fig. 6A,A’) and a subset of CD11b^+^ myeloid cells (Fig. 6A’,A’’’, *pink arrows*). POMC is expressed in all visible NFH^+^ dural fibers (Fig. 6B’,B’’* green arrows*), blood vessel cells (Fig. 6B,B’) and all CD11b^+^ cells (Fig. 6A,A’’’,* blue arrows*). We note that NFH^+^ fibers (i.e. A-fibers) usually travel with C-fiber inside of perineural sheath in dura^42^. Hence, Fig. 6 cannot definitively tell whether GH and POMC are expressed in C- and/or A-fiber containing TG neurons. Altogether, these data suggest a surprising expression of classical pituitary hormones POMC, GH, and PRL in TG, but not DRG or NG/JG sensory neurons.

**Figure 6:**
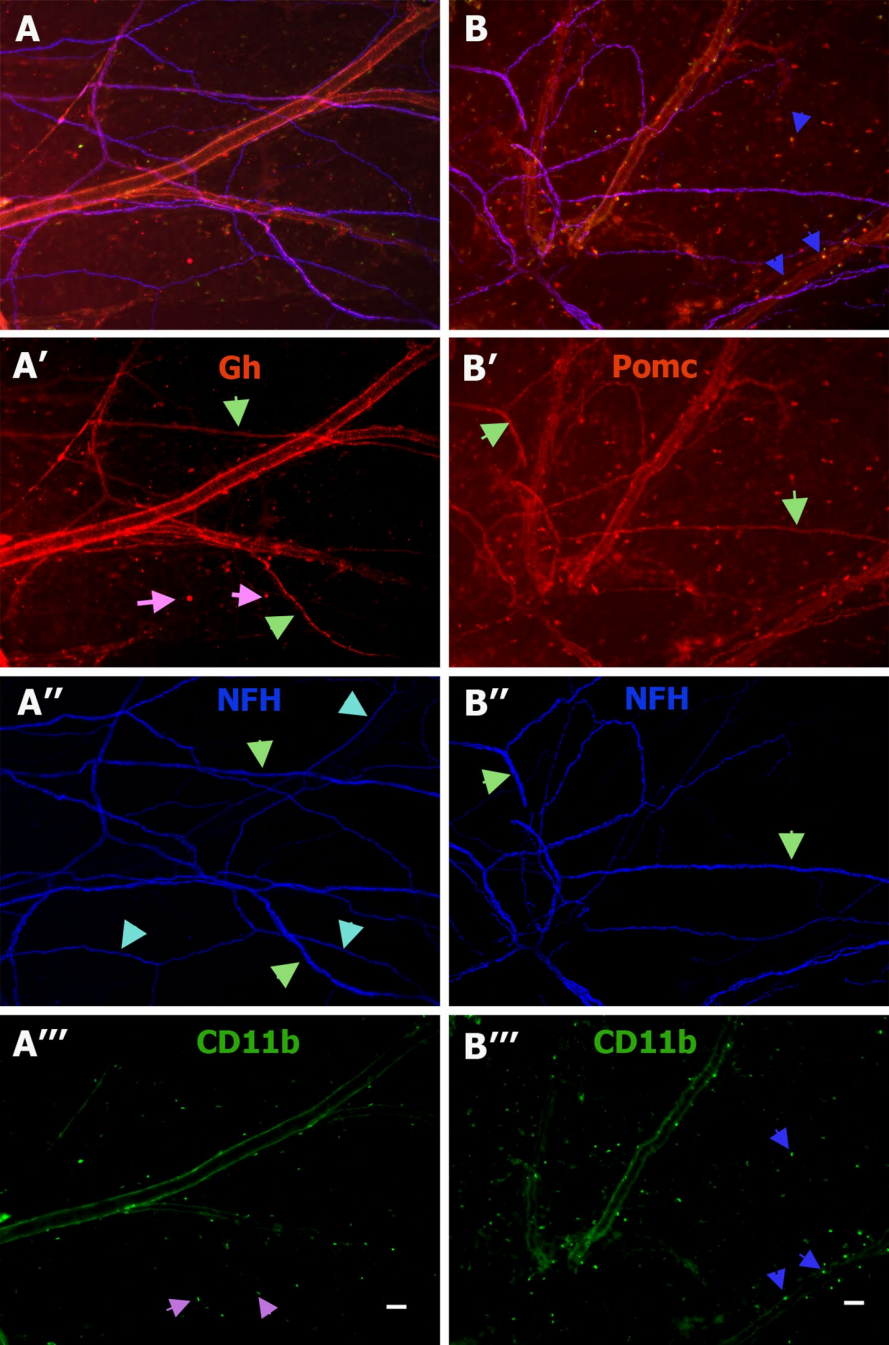
Expression of GH and Pomc in male mouse dura mater. IHC on naïve male mouse dura matter with Gh (red), NFH (blue) and CD11b (green) (**A**), Gh (**A’**), NFH (**A’’**) and CD11b (**A’’’**) antibodies. Green arrows show Gh^+^/NFH^+^ nerve fibers (*panels A’* and *A’’*). Cyan arrows show Gh^-^/NFH^+^ nerve fibers (*panels A’* and *A’’*). Pink arrows show Gh^-^/CD11b^+^ cells (*panel A’’’*). IHC on male mouse dura matter with Pomc (red), NFH (blue) and CD11b (green) (**B**), Pomc (**B’**), NFH (**B’’**) and CD11b (**B’’’**) antibodies. Green arrows show Pomc^+^/NFH^+^ nerve fibers (*panels B’* and *B’’*). Blue arrows show Pomc^+^/CD11b^+^ cells (*panels B and B’’’*). Images were captured with × 10 objective. Bar on panels A’’’ and B’’’ correspond to 30 μm.

### Exogenous GH-induced hypersensitivity in the spinal system

Sex-dependent actions of exogenous and endogenous PRL in the spinal and trigeminal system are reported^31,34,38^. 

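*Ghr*, which encodes the growth hormone receptor and lies on chromosome 15 from 3267760 to 3533492, had reads in all 4 TG libraries, all 4 L3–L5 DRG libraries and all 4 T10-L1 DRG libraries, with 50 to 225, 112 to 375 and 353 to 534 counts. The means were 2.02 ± 0.919 RPKM (SD, n = 4) in TG, 2.79 ± 0.421 in L3–L5 DRG and 4.81 ± 1.8 in T10-L1 DRG. In NG/JG it was uneven, with 128, 0, 1020 and 526 counts.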

Growth hormone receptor^43^ is expressed on DRG or TG neurons^11^ (see also RNA-seq Supplementary data). IHC data (Figs. 4,5,6) indicate that along with their endocrine effects, endogenous GH could exert autocrine or paracrine actions upon release from non-neuronal extra-pituitary cells at periphery (i.e. hindpaws, dura, masseter muscle, etc.), spinal cord, brain stem or TG neurons. Here, we evaluated whether exogenously delivered GH can produce hypersensitivity in the spinal and trigeminal systems.

Intraplantar (i.pl.) injection of 5 μg mouse GH did not generate heat (2-way ANOVA; F (2, 30) = 0.2332; *P* = 0.7934; n = 6; Fig. 7A) or mechanical hypersensitivity (F (3, 32) = 0.2845; *P* = 0.8362; n = 5; Fig. 7B). Intrathecal delivery of 5 μg mouse GH also did not produce thermal hypersensitivity F (5, 49) = 0.7880; *P* = 0.5634; n = 5; Fig. 7C). Moreover, this intrathecal GH effect was slightly anti-hyperalgesic, although statistically insignificant (Fig. 7C). In contrast, two independent trials showed that spinal GH (1 and 5 μg) generated significant mechanical hypersensitivity (F (12, 158) = 1.619; *P* = 0.0911; n = 8–12; Fig. 7D). However, we did not observe dose-dependency of these effects (Fig. 7D). These data suggest that in the spinal system, GH-induced nociceptive responses depend on whether peripheral or central DRG neuron terminals were activated via direct and/or indirect pathways.

**Figure 7:**
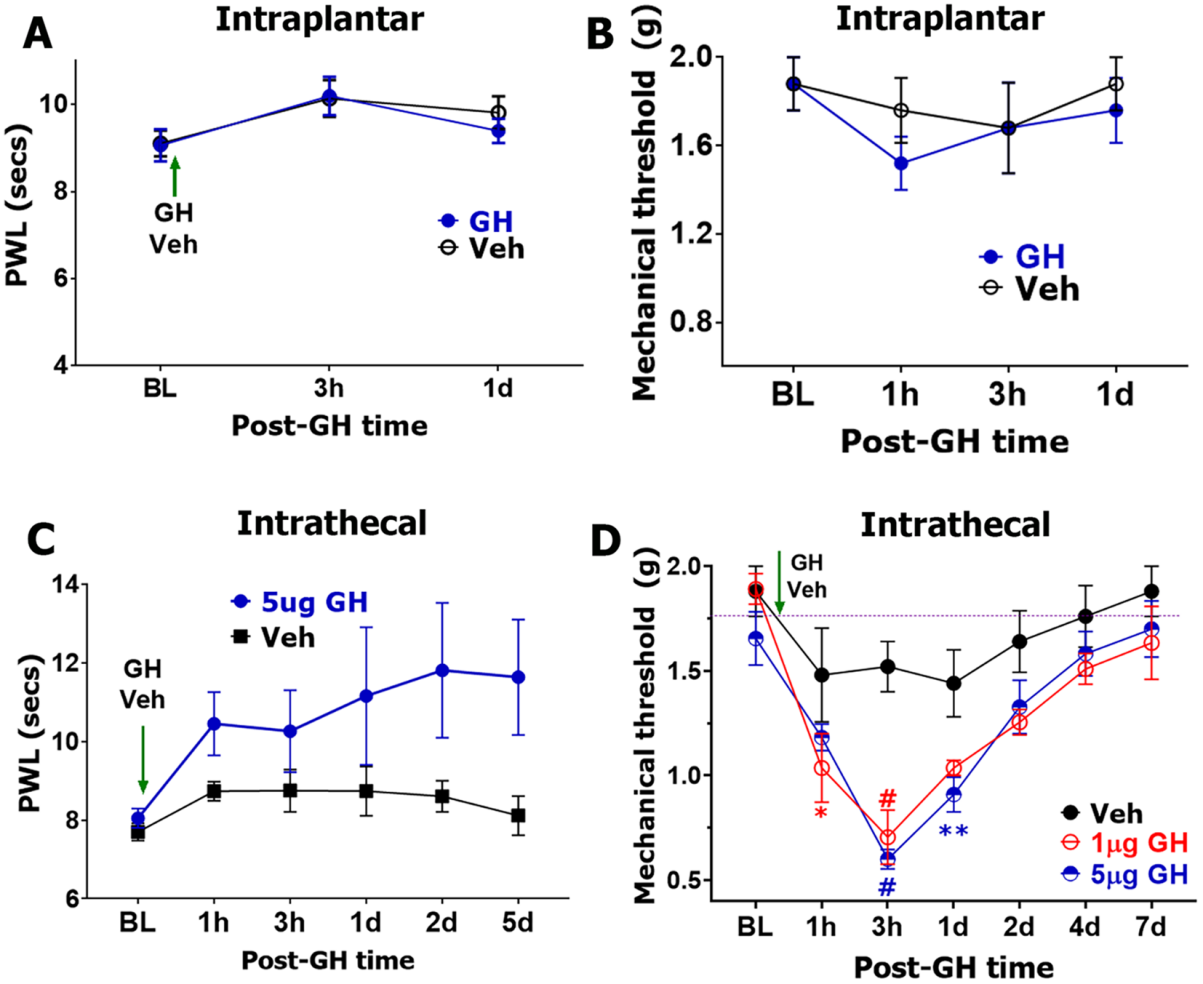
GH-induced acute hypersensitivity in the spinal system. (**A**) Measurement of heat thresholds of hindpaws (as paw withdrawal latency (PWL)) after intraplantar (i.pl.) injection of GH (5 μg) or vehicle (PBS). N = 6. (**B**) Mechanical thresholds of hindpaws after intraplantar (i.pl.) injection of GH (5 μg) or vehicle. N = 5 (**C**) Measurement of heat thresholds of hindpaws (as PWL) after intrathecal (i.t.) injection of GH (5 μg) or vehicle (PBS). N = 5–6. (**D**) Mechanical thresholds of hindpaws after intrathecal (i.t.) injection of indicated dosages of GH or vehicle. N = 6–11. Statistic is 2-way ANOVA, Sidak’s post hoc test (NS—non-significant; **p < 0.01; **p < 0.01; #*p* < 0.0001). Dosages of GH are specified on some panels. Vehicle or GH single administration time point is indicated on every panel with the green vertical arrow. GH delivery route is indicated above each panel.

### Exogenous GH-induced hypersensitivity in the trigeminal system

Single administration of exogenous GH into the masseter muscle produced up to 4-days-lasting orofacial mechanical hypersensitivity in a dose-dependent manner (2-way ANOVA; F (4, 35) = 7.284; *P* = 0.0002; n = 4–5; Fig. 8A). Similarly, delivery of GH (5 μg), but not vehicle (PBS) onto dura mater evoked mechanical hypersensitivity in the periorbital area (2-way ANOVA; F (4, 46) = 6.27; *P* = 0.0004; n = 5–6; Fig. 8B). Moreover, these GH-induced pain responses were mediated by GH receptor (GHR), since clinically used GHR antagonist, pegvisomant, which blocks both mouse and human GHR^44,45^, significantly reverse GH effects (F (4, 42) = 4.762; *P* = 0.0029; n = 4–8; Fig. 8C). Overall, GH-induced hypersensitivity in male mice depends on modality (thermal vs. mechanical), sensory system (spinal vs. trigeminal), and application site (peripheral vs. central terminals).

**Figure 8:**
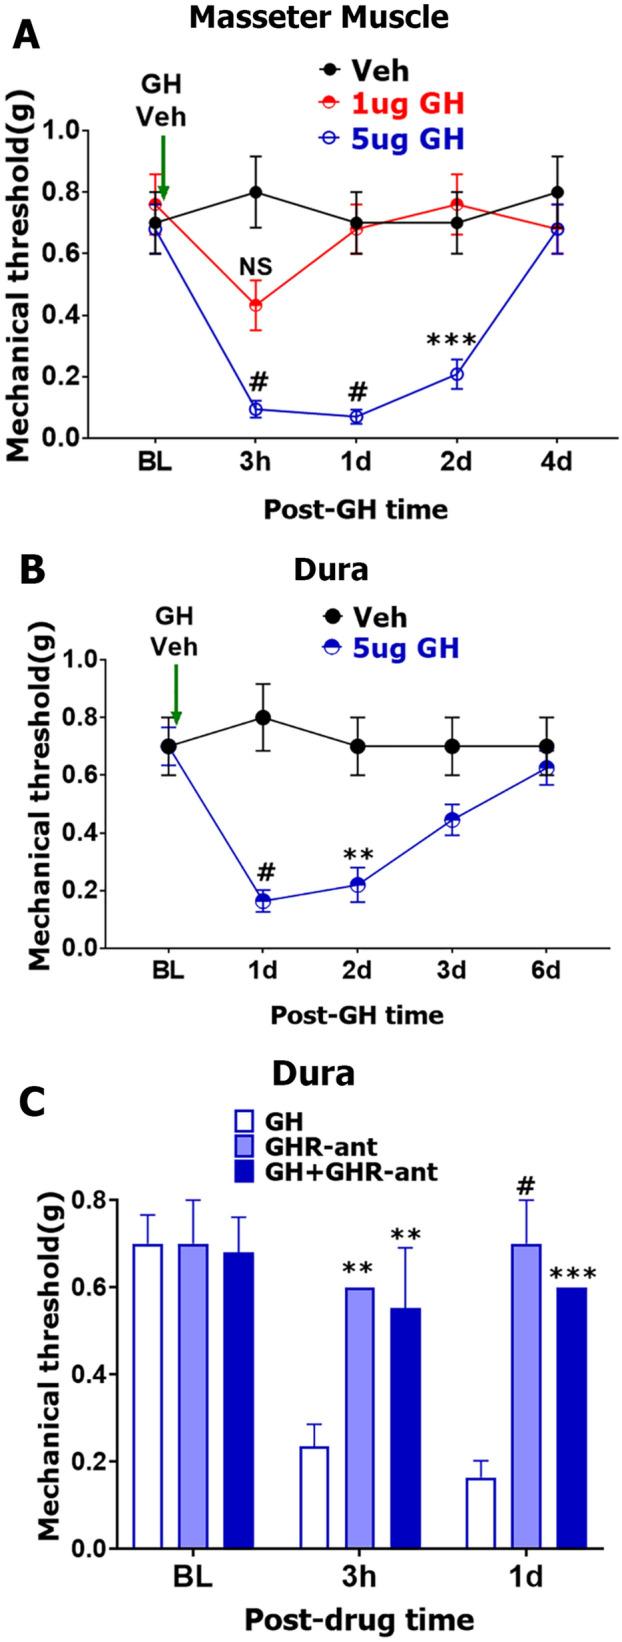
GH-induced acute hypersensitivity in the trigeminal system. (**A**) Orofacial mechanical nociception after intra masseter muscle administration of GH or vehicle. N = 4–5 (**B**) Periorbital mechanical nociception after dura matter administration of GH (5 μg) or vehicle. N = 5–6. (**C**) Periorbital mechanical nociception at 3 h and 1d after dura matter administration of GH (5 μg), GH receptor antagonist (GHR-ant; 25 μm) or a mix of GH (5 μg) and GHR-ant (25 μg). N = 4–8. Statistic is 2-way ANOVA, Sidak’s post hoc test (NS—non-significant; **p < 0.01; ***p < 0.001; #*p* < 0.0001). Dosages of GH are specified on some panels. Vehicle or GH a single administration time point is indicated on A and B panels with the green vertical arrows.

## Discussion

The various sensory ganglia have distinct anatomical locations and unique functions as well as discrete pain pathological conditions associated with their sensory neurons^1–4^. Therefore, characterization of sensory neuron transcription and protein profiles in different ganglia are critically important for understanding underlying mechanisms of pain conditions associated with these sensory ganglia. There are multiple published studies delineating the differences in transcriptional and translational profiles between lumbar DRG and TG in rodents and humans^14,15,41,46–48^. In our and others estimation, sensory ganglia are composed of 90–95% non-neuronal cells (Fig. 1C)^13,14^. Hence, to truly delineate transcriptomic profiles for sensory neurons, there is a need for vigorous and meticulous purification of sensory neuronal fractions from sensory ganglion preparations. Meticulous sensory neuronal purifications by FACS or sensory neuronal ribosome isolation have been performed in some^13–15,41^, but not all studies^46–48^. Sensory neuronal fraction purification by FACS requires the use of reporter mice^14^ or back-labeling of sensory neurons with fluorescent tracers^13^. Reporter mice must possess high specificity in all (or almost all) sensory neurons. Specificity of the advillin promotor (Avil-GFP)^14^ has been disputed^49^. Accordingly, we selected Pirt-cre/TdTomato reporter, specificity of which has been confirmed by two independent differential screening of subtractive libraries^21,50^ and detailed anatomical studies^17,51^. Another challenge in purification of sensory neurons is created by their large size (15–70 μm). To avoid missing large neurons and damaging medium-to-large neurons, 100–130 μm nozzle is required during FACS^13^ (Fig. 1D,E). However, having a large nozzle, in turn, undermines FACS efficiency. Thus, a minimum of two cycles of sorting (used here) is required (Fig. 1C). Moreover, to achieve high enrichment, weakly Pirt-expressing neurons should be omitted by gating (Fig. 1B,C). Next, it appears that ganglion non-neuronal cells have tendency to create doublets with sensory neurons^41^. Separation of doublets from singlets during FACS is paramount for accurate purification of sensory neurons (Fig. 1A). Finally, preparation from wild-type mouse sensory ganglia is necessary for correct setting of gates (Fig. 1B). All these precautions are important for accurate and highly enriched sensory neuron-specific purifications.

We have detected differences in gene expression between sensory neurons of different ganglia by using RNA-sequencing on population of Pirt^+^ neurons. Moreover, DEGs selection for further validation, and consideration for functional studies were quite strong: > 5 RPKM, fold-change (FC) > 5 and statistical significance for DEGs as Padj < 0.05. Populational based RNA-sequencing has strong and weak sites. Thus, this approach has strong signal to noise ratio, as well as reproducibility and reliability of results. Drawback of this approach is that for heterogeneous population as Pirt^+^ neurons from different ganglia, it is impossible to tell whether a variation in transcript reads between distinct ganglia could be due to a differential proportion of gene-expressing neurons, or a differential level of transcript production in the gene-expressing neurons. Such questions could be answered by performing single-cell sequencing and analysis of sensory neurons from different ganglia. However, this approach has its own limitations such as difficulty in performing high quality single-cell sequencing on sensory neurons and especially single cell sequencing analysis for differences between two distinct groups of sensory neurons. In any case, transcriptomic data on differences between populations of sensory neurons generated by these approaches require further lengthy functional studies to prove meaningfulness of findings.

Besides traditional targets—L3–L5 DRG and TG, T10-L1 DRG and NG/JG were used as described experiments, as this allows for a broader picture on diversity for sensory neuronal transcriptomic profiles. Additionally, T10-L1 DRG and NG/JG are functionally distinct from L3–L5 DRG or TG neurons^1–4^. There is a set of DEGs, which were predominantly expressed in L3–L5, T10-L1 DRG, NG/JG or TG sensory neurons (Tables 1,2,3, Figs. 2, 3). These DEGs do not cover any particular biological processes according to the statistical overrepresentation test. Nevertheless, some DEGs are almost exclusively expressed in certain sensory ganglia. For example, we found *Phox2b* and *Efcab6* were specifically transcribed in NG/JG neurons compared to other ganglion sensory neurons (Table 2). Function of *Efcab6* is not clear, while *Phox2b* regulates development of viscera controlling neurons of the peripheral and central nervous systems^18–20^. Moreover, NG/JG did not have sensory neurons expressing well-known markers—*Pvalb* and *Mrgprd* (Table 3). Hox genes are selective for DRG sensory neurons. *Hoxa7* is specific for L3–L5 as well as T10-L1 DRG compare to NG/JG and TG neurons. Additionally, *Hoxa9* and *Hoxa10* express in L3–L5 DRG, but not NG/JG or TG neurons. Finally, *Hoxb2*, *Hoxb5* and *Hoxb7* were found to be specific for L3–L5 DRG neurons when compared to TG neurons. This is in line with others who have reported *Hox* genes exclusive for L3–L5 DRG neurons compared to TG neurons^14^. 

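Of *Hoxa6*, *Hoxb3*, *Hoxb6*, *Hoxc6*, *Hoxc8*, *Hoxc9*, *Hoxc10*, *Hoxd8*, *Hoxd9* and *Hoxd10*, the highest count in any TG library was 6, for *Hoxd9*, and the other 9 had at most 3. The highest mean in L3–L5 DRG was 4.51 ± 3.92 RPKM for *Hoxd9* (SD, n = 4). *Hoxb3*, *Hoxc9*, *Hoxc10* and *Hoxd8* had enough counts for edgeR's quasi-likelihood test, at least 6.38-fold, 11.4-fold, 8.83-fold and 7.35-fold higher in L3–L5 DRG than in TG, with adjusted p of 0.0961, 0.0861, 0.0859 and 0.0889. In DESeq2 these 4 had adjusted p values of 0.000941, 0.000176, 0.0009 and 0.000239. Of the genes that edgeR's filter removed, *Hoxb6*, *Hoxc6* and *Hoxd9* had 0.0185, 0.00326 and 0.0468 in DESeq2. *Hoxc8* and *Hoxd10*, also removed, had 0.0694 and 0.0615. *Hoxa6* had no counts in TG and 0 to 32 in L3–L5 DRG. In T10-L1 DRG *Hoxc8* had 1.96 ± 1.95 RPKM (SD, n = 4), *Hoxb6* 2.95 ± 1.55 and *Hoxc9* 2.62 ± 1.36, and *Hoxb6* had 10.3 ± 2.74 RPKM in NG/JG.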

*Hox6a, Hoxb3, Hoxb6, Hoxc6, Hoxc8*, *Hoxc9, Hoxc10, Hoxd8, Hoxd9,* and *Hoxd10* were all exclusively expressed in L3–L5 DRG neurons, but P adjustment (Padj) was > 0.05 due to low RPKM values for these DEGs. Others have reported L3–L5 DRG sensory neuron-exclusive genes, such as *Kcnq5, Prlr,* and *AW551984*^14^, at higher levels compared to TG neurons. 

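In these libraries *AW551984* had 43 to 355 counts in L3–L5 DRG and 1 to 23 in TG, a log2 fold change of TG over L3–L5 DRG of -2.86 (standard error 1.15, unadjusted p = 0.0305, adjusted p = 0.213 in edgeR's quasi-likelihood test; adjusted p = 0.0249 in DESeq2). *Kcnq5* and *Prlr* overlapped between the groups, with log2 fold changes of -1.17 (standard error 1.83, adjusted p = 0.803) and -1.31 (standard error 1.75, adjusted p = 0.76) in edgeR's quasi-likelihood test. *Kcnq5* had no counts in L3–L5 DRG library 3, 4 in library 4 and 98 and 117 in the other 2.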

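*Prlr*, on chromosome 15 from 10106993 to 10303504 with 15494 bp of annotated exon, had 2, 2, 0 and 0 counts in NG/JG libraries 1 to 4. It was low elsewhere too, with 1 to 88 counts in L3–L5 DRG, 0 to 38 in T10-L1 DRG and 0 to 21 in TG, and its highest mean was 0.295 ± 0.252 RPKM (SD, n = 4) in L3–L5 DRG. The comparisons of NG/JG with the DRG groups did not pass edgeR's filter on low counts, and DESeq2 gave an adjusted p of 0.0314 against L3–L5 DRG and 0.427 against T10-L1 DRG. At this depth absence from NG/JG and expression of 3 counts or fewer per library were not distinguished.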

Interestingly, *Prlr* expression is lacking in NG/JG sensory neurons. Our data showed that reported TG sensory neuron-selective genes, such as *Rgs6, Gabrd,* and *Oxtr*^14^, have substantially (3–tenfold) higher RPKM in L3–L5 DRG, T10-L1 DRG, and even NG/JG neurons, while *Avpr1a* is evenly expressed in DRG and TG, but absent in NG/JG neurons. 

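*Gabrd* had no counts in the TG and NG/JG libraries, and in DRG it had 2, 0, 0 and 21 counts in L3–L5 libraries 1 to 4 and 4, 0, 0 and 0 in T10-L1 libraries 1 to 4. *Rgs6* had 0, 0, 0 and 4 counts in TG, 21, 0, 0 and 51 in L3–L5 DRG, 21, 2, 0 and 14 in T10-L1 DRG, and 65 in NG/JG library 1 with 0 in the other 3. *Oxtr* had 46 to 342 counts in T10-L1 DRG against 0 to 19 in TG, a log2 fold change of TG over T10-L1 DRG of -4.11 (standard error 1.48, unadjusted p = 0.019, adjusted p = 0.135 in edgeR's quasi-likelihood test; adjusted p = 0.0122 in DESeq2). Against L3–L5 DRG its log2 fold change was -2.21 (standard error 1.78, adjusted p = 0.576, edgeR's quasi-likelihood test), and in NG/JG its counts of 0, 2, 29 and 282 overlapped TG. *Avpr1a* had no counts in NG/JG, 0, 0, 13 and 1 in TG, 0 to 24 in L3–L5 DRG and 6, 5, 133 and 0 in T10-L1 DRG. For *Rgs6*, *Gabrd* and *Avpr1a* no comparison with TG passed edgeR's filter on low counts.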

TG sensory-neuron-specific DEGs are presented in Fig. 3B. Functional significance of *Krt18* and *Cyp2f2* gene products for TG neurons are not clear. *Ptgds* and *Prl* genes are involved in female-selective mechanisms of nociception for the spinal system^28,32–34,38^. Involvement of PTGDS or PRL proteins in sex-dependent regulation of nociception in the orofacial region have recently been reported^38^.

Here, we have focused our efforts to investigate whether GH contributes to regulation of nociception in the spinal versus trigeminal system. GH did not exert acute heat and mechanical hypersensitivity in male mouse hindpaw after local administration (Figs. 7A,B). However, intra-spinal (i.e. intrathecal) injection of exogenous GH (1 or 5 μg) produced up to 4-day lasting mechanical, but not heat hypersensitivity (Figs. 7C,D). Interestingly, no dose-dependency of GH action was recorded. This could indicate that lower GH dosage is able to produce hypersensitivity via acting on central terminals of sensory neurons. Another possibility is that GH activates spinal cord cells, which in turn release factors activating or sensitizing the central terminals in the spinal system. Unlike the spinal system, stimulation of peripheral terminal in the trigeminal system by GH produced profound acute hypersensitivity. Thus, orofacial mechanical hypersensitivity was induced by after single administration of GH into masseter muscle and periorbital mechanical hypersensitivity was detected after injection of GH into dura mater of male mice (Figs. 8A,B). The effect of GH in the trigeminal system was dose-dependent (Fig. 8A). This GH-induced hypersensitivity was meditated by GHR and reversed by pegvisomant (Fig. 8C). These data indicate that ability of GH in induction of hypersensitivity in male mice depends on several factors such as modality (thermal vs. mechanical), sensory system (spinal vs. trigeminal), and application site (peripheral vs. central terminals).

Previous study shows that systemic application of GH (0.5 mg/kg) increased baseline mechanical nociception in P7, but not P14 male mice^39^. In contrast, heat baseline nociception was reduced in P7, but not P14 male mice^39^. These results agree with our data (Fig. 7A,B). Interestingly, multiple systemic GH treatments attenuated carrageenan acute inflammatory hypersensitivity^39^. GH release hormone receptor (GHRHR) ablation induced behavioral and afferent hypersensitivity during early developmental stages but resolved at P21 age male mice^52,53^. Reported effects of GH in young male mice are attributed to insulin-like growth factor 1 receptor^39^. It is not clear whether the action of GH is local, in the spinal cord or brain. However, systemically delivered GH is not readily cross the blood brain barrier^54^. Moreover, effect of GH in the spinal system has yet to be assessed in females, especially female mice at the reproduction age. Our data and previous literature suggest that GH could have differential effects on modulation of nociception and hypersensitivity in the trigeminal versus spinal systems. This is also supported by clinical data. Thus, acromegaly patients having excess GH often reported severe and prolonged headaches, but no pain in limbs (see review^55^).

An increased ACTH brings to Cushing and Addison disease. Patients with Cushing’s syndrome and Addison disease seldom report abdominal pain^56,57^. However, pain during these diseases was not associated with elevation of ACTH. Despite PRL, GH, and POMC-derived peptides/proteins are predominantly expressed in the pituitary at high levels, there is evidence for extra-pituitary presence of these hormones, especially in immune cells^58–61^. POMC-derived peptide could be involved in cell–cell communication via autocrine and paracrine mechanisms. Moreover, reduction of already low levels of POMC expression in DRG neurons of female and male mice with diabetic neuropathy contributes to hypersensitivity^40^. This effect was attributed to endorphins that could be processed from POMC^40^. Overexpression of POMC-derived endo-opioids in L3–L4 DRG does not change baseline nociception in female mice but suppresses diabetic neuropathy-induced hypersensitivity^40^. Interestingly, diabetic female mice develop heat hypersensitivity, as opposed to hyposensitivity in males, while POMC-MOR expression is downregulated in both female and male mice, and POMC effects in diabetic mice was not sex-dependent^40^. Like GH, POMC-derived peptides could have distinct signaling pathways and outcomes on modulation of nociception and hypersensitivity in the trigeminal versus spinal systems.

Overall, our approaches identify several DEGs that are specifically expressed in sensory neurons of DRG, NG/JG or TG. Interestingly, these genes include very prominent players in the endocrine system—PRL, GH, POMC as well as prolactin and oxytocin receptors. Moreover, *Prl, Prlr, Pomc* and *Ptgds*, which are involved in differential occurrences of pain disorders in men and women^28,31,34,40,62^, have differential expression for TG versus DRG and NG/JG neurons. Based on our findings, we favor the hypothesis that certain critical proteins for the endocrine system have different signaling pathways as well as pathophysiological outcomes for the spinal versus trigeminal system. Our results advance our understanding of unique properties of sensory ganglion neurons and provide a building step for further studies on regulation of nociceptive pathways by endogenous GH and POMC for pathological pain conditions affecting head and neck area (i.e. the trigeminal system).

## Materials and methods

### Mouse lines and reagents

All animal experiments conformed to APS’s Guiding Principles in the Care and Use of Vertebrate Animals in Research and Training, and to protocols approved by the University Texas Health Science Center at San Antonio (UTHSCSA) Animal Care and Use Committee (IACUC). We followed guidelines issued by the National Institutes of Health (NIH) and the Society for Neuroscience (SfN) to minimize the number of animals used and their suffering. The reporting in the manuscript follows the recommendations in the ARRIVE guidelines.

Eight-to-twelve-week-old naïve C57BL/6J (The Jackson Laboratory, Bar Harbor, ME) male mice were used for all described experiments. In fluorescent activated cell sorting (FACS) experiments, we used Pirt^cre/-^/Rosa26^LSL-tdTomato/+^ (Pirt/TdTomato) reporter mice, which show specific expression of red fluorescent protein, TdTomato in all sensory neurons^63^. In some immunohistochemistry (IHC) experiments, we used CGRP^cre/-ER^/Rosa26^LSL-tdTomato/+^ (CGRP/TdTomato; kindly provided by Dr. Pao-Tien Chuang, UC San Francisco, San Francisco, CA) reporter mice, which show specific expression of TdTomato (red) in CGRP^+^ sensory neurons^22^; and TRPV1-GFP reporter mice (purchased from the GENSAT program; MMRRC services UC Davis, CA), which show specific expression of GFP (green) in TRPV1^+^ sensory neurons^22^.

Mouse GH was kindly provided by Novo Nordisk (Dr. Peter Thygesen). GH receptor (GHR) antagonist (Pegvisomant; PF-04748184), which blocks both mouse and human GHR, was kindly provided by Pfizer (Pfizer’s Compound Transfer Program).

### Isolation of ganglion sensory neurons

Left and right whole L3–L5 DRG, T10-L1 DRG, NG/JG complex and TG tissue biopsies were dissected after perfusion of Pirt/TdTomato mice with phosphate buffer pH 7.3 (PB). Ganglion tissues were used for single-cell suspension generation as previously described^13^. Briefly, whole ganglia were treated with 125 μg/ml liberase (Millipore-Sigma, St. Louis, MO) and 200 μg/ml dispase II (Millipore-Sigma, St. Louis, MO) in Hank’s solution for 60 min. Reaction was stopped by washing tissues with DMEM/L-glutamate/5% fetal bovine serum (FBS) media. Ganglia were dispersed to single-cell conditions by pipette and filtered through 100 μm strainer.

FACS was used to isolate all sensory neurons, which express TdTomato^13^. Consecutive gates were used to isolate Pirt/TdTomato^+^ cells. First, debris was excluded by forward scatter area (FSC-A) and side scatter area (SSC-A) gating. Second, duplets and clumps were excluded by side scatter width (SSC-W) and side scatter area gate (SSC-A) gate. Third, dead cells were excluded by allophycocyanin-Cy7 (APC-Cy7) Zombie NIR Fixable Viability Kit (Biolegend). Forth, Prrt-tdT+ bright cells were gated in PE phycoerythrin (PE-A) channel and sorted. Two cycles of sorting, which provide > 90% purification of sensory neuronal fractions, were conducted on 5 laser FACS Aria-IIIu cell sorter equipped with 100 μm nozzle.

### RNA isolation, cDNA synthesis and RNA-sequencing

RNA was isolated from single-cell sensory neuron suspension using Qiagen RNeasy (Universal Mini Kit) as was previously described^74^. RNA (< 10 ng) quality was accessed after cDNA preparation using Fragment Analyzer Agilent 2100 Bioanalyer RNA 6000 Nano chip (Agilent Technologies, Santa Clara, CA). RNA-seq cDNA libraries from sensory neuronal fraction (3000–35,000 neurons depending on types of ganglia) were prepared using oligo dT according to SMART-seq-2 protocol^75,76^ with previously described modifications^13^. cDNA libraries were subjected to quantification and subsequent 50 bp single read sequencing run with Illumina HiSeq 3000 platform (Illumina, San Diego, CA). Each group have n = 4 samples. 

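The counts listed per library, reads on genes, reads outside genes, ambiguous reads and alignments of reads that aligned to several places together, came to between 21512639 and 32207305. Reads on genes made up 4735624 to 13333318 of these, and all values reported here use the reads on genes.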

Depth of reads was 30–50 × 10^6^ bp for each sample.

### Transcriptomic data analyses and statistics

Sequencing data from all samples were processed in the same way as previously described^13^. Briefly, RNA-seq readings were de-multiplexed with CASAVA and the FastQ files were generated. Raw reads were aligned to mouse genome build mm9/UCSC hg19 using TopHat2 default settings^77,78^. The BAM files obtained after alignment were processed using HTSeq-count to obtain the counts per gene, and then converted to RPKM (Read Per Kilobase of gene length per Million reads of the library)^79^. Differentially expressing genes (DEGs) were identify using DESeq software after performing median normalization^80^. Quality control statistical analysis of outliers, intergroup variability, distribution levels, PCA and hierarchical clustering analysis was performed to statistically validate the experimental data. Multiple test controlling was performed with Benjamini–Hochberg procedure and adjusted *p *value (Padj) was generated. Criteria for selection of DEGs for the further analysis are following: > 5 RPKM, fold-change (FC) > 5 and statistical significance for DEGs as Padj < 0.05. This allows to select DEGs with high levels expression and significant difference in expression levels. DEGs were clustered according to biological processes using the PANTHER software (http://www.pantherdb.org/).

### Immunohistochemistry

Immunohistochemistry (IHC) was performed on L3–L5 DRG, NG/JG complex and TG sections, and dura mater biopsies dissected from naïve male 4% paraformaldehyde-perfused mice. Cryo-section (25 μm) generation and IHC process were performed as described^22,36^. Whole-mount IHC on dura biopsies was carried out. Intact dura was fixed again with 4% paraformaldehyde and cryoprotected with 30% sucrose in phosphate buffer. Labeling with primary and secondary antibodies were done on submerged dura samples in wells of 12-well plates. IHC was simultaneously performed on 4–8 sections generated from 3 animals. The following primary antibodies were used: anti-CGRP rabbit polyclonal (Sigma; C8198; 1:300)^64–66^, anti-neurofilament H (NFH) chicken polyclonal antibodies (BioLegend, San Diego, CA; cat: PCK-592P; 1:400)^67^, anti-PRL rabbit polyclonal antibodies (Bioss, Boston, MA; cat: BS-23763R; 1:200), anti-POMC rabbit polyclonal antibodies (Bioss, Boston, MA; cat: BS-1195R; 1:200), anti-POMC rabbit polyclonal antibodies (Bioss, Boston, MA; cat: BS-1195R; 1:200)^68^ and anti-GH rabbit polyclonal antibodies (FabGennix; Frisco, TX; cat: GH-112AP; 1:200). After labeling with primary antibodies, sections and dura biopsies were incubated with species appropriate secondary antibodies (1:200; Jackson Immuno-Research Laboratories, Inc., West Grove, PA). Control IHC was performed on tissue sections processed as described but either lacking primary antibodies or lacking primary and secondary antibodies.

Images were acquired using a Keyence BZ-X810 All-in-One Fluorescent Microscope (Keyence, Itasca, IL), a Nikon Eclipse 90i microscope (Nikon Instruments, Melville, NY) equipped with a C1si laser scanning confocal imaging system or Zeiss (Carl Zeiss, Jena) LSM single photon confocal microscope. Images were processed with NIS-elements (Nikon Instruments, Melville, NY), ZEN (Carl Zeiss, Jena) or Adobe Photoshop CS2 software. Gain setting was constant during acquisition, and it was established on no primary control slides. Cell counts from IHC images acquired as Z-stack were performed using Image J software. Total cells/section and positive cells were counted. Cell counting were performed independently by two investigators. We used 3 independent mice to generate sections and counted 3–5 sections per mouse. Thus, each group has n = 3, and data for each sample are represented by mean values from 3 to 5 sections generated per animal.

### Dural, masseter muscle, hindpaw (intraplantar) and spinal cord (intrathecal) injections

Injection into hindpaw (i.e. intraplantar) was done as previously described^69^. Briefly, mice were anesthetized with 5% isoflurane (v/v) for ≈20–30 s. The plantar surface of the footpad was cleaned with betadine and 70% ethanol. Solutions with hormones (10 μl) were injected using 1 ml-insuline syringe with 30-gauge needles into the metatarsal region of the hindpaw. Pressure on hindpaw was maintained several seconds after withdrawal of the needle.

Injection into spinal cord (i.e. intrathecal) was done as described^34^. Briefly, tissue above spinal L3–L5 levels was cleaned with betadine and 70% ethanol. The mice were anesthetized with 5% isoflurane (v/v) for ≈1–1.5 min. Injection were performed with 30-gauge 1/2-inch needle mated to a 10-pl luer tip syringe (Hamilton, Reno, NV). The needle is inserted into the tissue above L4 or L5 spinal levels so that it slips into the groove between the spinous and transverse processes. The needle is then moved carefully forward to the intervertebral space as the angle of the syringe is decreased to about 10°. The tip of the needle is inserted so that approximately 0.5 cm is within the vertebral column. Solutions with hormones (10 μl) were injected and the needle rotated on withdrawal.

Injection into masseter muscle were also performed on mice anesthetized with 5% isoflurane (v/v) for 1–1.5 min. The skin over masseter muscle was cleaned with betadine and 70% ethanol. Solutions with hormones (10 μl) were injected using 1 ml-insuline syringe with 30-gauge needles into region closer to tendinous aponeurosis of the superficial head of the masseter muscle.

Administrations of solutions to dura matter were performed according to previously published methods^70^. Briefly, mice were anesthetized under isoflurane for < 2 min and injected with 5 μl hormone solution using a modified internal cannula (Invivo1, part #8IC313ISPCXC, Internal Cannula, standard, 28 gauge, fit to 0.5 mm). The inner portion of the cannula was adjusted with calipers to extend from 0.5 to 0.65 mm in length. The cannulas were inserted through the soft tissue at the intersection of the lambdoidal and sagittal sutures.

### Hypersensitivity testing of the hindpaws, periorbital skin and V2 facial skin area over masseter muscle

All experimenters performing testing on mice and data analysis were done blinded for all behavior experiments. Allocation of animals to treatment groups was randomized by a “blinder” that drew animal numbers from a bag of paper slips. Mice were habituated to the testing environment for at least 1 h prior to nociception measurements on the hindpaw. Heat-induced nociception was measured using an automated Hargreaves’ apparatus as previously described^71^. Mechanical stimulus-induced nociception following the intraplantar injection was assessed by determining paw withdrawal threshold using up-down von Frey method^72^.

Mechanical hypersensitivity in head and neck area was performed on unrestrained animals^70,73^. To reduce any effects of restraint by hands or grasping the tail, mice were habituated^73^. For measurements of mechanical hypersensitivity following masseter muscle injection, sequence of following procedures was carried out. First, naïve mice were placed in a black wire mesh box (4 × 4 × 4″) and allowed to freely move for ≈1 h. This procedure was repeated 3 days. Next, test von Frey filament probing of V2 facial skin area over masseter muscle was applied to each mouse for 3–4 consecutive days. Each grade of von Frey filament was applied 3 times at intervals of a few seconds. The stimulation always began with the filament producing the lowest force and stopped when mice are responded to 3 consecutive stimulations with a graded von Frey filament. A brisk or active withdrawal of the head from the probing filament was defined as a response. Mice with mechanical threshold > 0.6 g at V2 facial skin area, which is considered baseline mechanical nociception, were selected for drug/hormone injection. After injection into masseter muscle, mechanical hypersensitivity was regularly assessed for 1 week.

Headache-like behavior following dura injection were assessed as described^70^. To habituate mice, they were placed in 4 oz paper cups (Choice) for 2 h a day for 3 consecutive days. von Frey testing of the periorbital skin (the midline of the forehead at the level of the eyes), which is used to assess headache-like behavior, was carried out on each mouse located in a paper cup for the 3–4 consecutive post-habituation days. Baselined animals were defined as animals that exhibited a withdrawal threshold > 0.6 g. Mice with a baseline threshold < 0.6 g at the end of 3 habituation days and 4 test days were excluded from experiments. After application of drug/hormone to dura, mechanical thresholds were regularly determined for 1 week by applying von Frey filaments to the periorbital skin in an ascending/descending manner starting from the 0.02 g filament. If the animal responded to this filament, decreasing forces were applied until the 0.008 g filament was reached.

### Statistical analysis

GraphPad Prism 9.0 (GraphPad, La Jolla, CA) was used for statistical analyses. Data in the figures are mean ± standard error of the mean (SEM), with “n” referring to the number of analyzed mice for IHC or behavioral experiments. Statistical changes between 2 or more groups with two variables were analyzed by regular 2-way ANOVA with Sidak’s post-hoc tests. A difference is accepted as statistically significant when *p* < 0.05. Number of animals in a group, interaction F ratios, and the associated *p* values are reported.

### Ethical approval and informed consent

All experimental protocols were approved by the UTHSCSA IACUC committee. Protocol numbers are 20190114AR and 20190083AR.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

## Data Availability

RNA-seq data has been deposited to GEO. Accession is GSE168601. Supplementary excel files present the raw gene counts per gene in all our sequencing experiments for Pirt^+^ sensory neurons. These supplementary files are *DRG L3–L5 vs. DRG L1-T10*; *NG/JG vs. DRG L1-T10*; *NG/GJ vs. DRG L3–L5*; *TG vs. DRG L1-T10*; *TG* vs. *DRG L3–L5* and *TG vs. NG/JG*.

How the deposited data were processed for this re-analysis (not part of the article)

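RNA-seq counts of TdTomato-positive sensory neurons sorted from TG, NG/JG, L3–L5 DRG and T10-L1 DRG of *Pirt*/TdTomato mice were used, with 4 libraries per ganglion and 16 in all. The authors sequenced single reads of oligo dT, SMART-seq-2 cDNA, demultiplexed them with CASAVA, aligned them with TopHat2 at default settings to mm9 and counted reads per gene symbol with HTSeq-count. The deposited values are raw counts, without normalization, one set per library, and the authors do not state the gene annotation, the strand setting or the tool versions. Whole numbers and different totals per library were checked in every file, and the counter's own totals of reads that were not counted were left out of the tests.

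Libraries had 4735624 to 13333318 reads on genes (median 8332661). The count of 3 used as a floor corresponded to 0.225 CPM in the deepest library and 0.6335 CPM in the shallowest. A group whose libraries all had 3 counts or fewer was treated as at the floor, and the fold against it was given as a lower bound. Counting error shrinks with depth, while the spread between libraries does not, and the tests use that spread.

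Each of the 6 pairs of ganglia was compared on its own 8 libraries with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, the quasi-likelihood fit and test and Benjamini-Hochberg adjustment. Group was the only term of the model. The same-numbered libraries of different ganglia are not described as coming from the same animals, so the replicate number was used as a block only as an alternative. DESeq2 1.42.0 with the Wald test was the main alternative. On data simulated from the TG and T10-L1 DRG libraries, in which 200 of 12914 genes were changed 8-fold, the quasi-likelihood test called 97 genes, of which 93 were changed genes and 4 were not. DESeq2 called 221, of which 153 were changed and 68 were not, and the likelihood-ratio test of edgeR called 158, of which 133 were changed and 25 were not. In a simulation without change they called 0, 15 and 4 genes.

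RPKM was computed from reads on genes and the union of annotated exons in GENCODE mouse release 1 on NCBIM 37, which is the same assembly as mm9. Of 22609 gene symbols, 21681 had a length, 54 of them through synonyms, and 928 had none and could not meet an RPKM threshold. Of the 79 named genes with a length, 12 shared exon sequence with another listed gene, and reads there were ambiguous for a counter of genes. A DEG had a mean RPKM above 5 in the higher group, a fold change above 5 and an adjusted p under 0.05. For L3–L5 against T10-L1 DRG the paper's relaxed criterion with the unadjusted p was used as well, at an RPKM above 5 and above 10. Scores of marker genes were means of log2(CPM + 1) over lists written apart from the genes they were to explain. For these scores CPM was scaled to TMM effective library sizes over all 16 libraries. The scores were compared by exact permutation tests, and the 5 tests were adjusted together by the Benjamini-Hochberg method. With CPM of total counts the pituitary difference was 0.22 (exact permutation test, two-sided p = 0.0258).

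The genes named are those the paper names for the comparisons, in its text, Tables 1 to 3 and Fig. 3B, and for each comparison and direction the 3 with the largest log2 fold change that passed the criteria without overlap between libraries. Some genes are not reported here. *Xist* and genes of chromosome Y were read as a check of the labels. The alternatives tried were DESeq2, RLE factors, no filter on low counts, all 16 libraries in one fit, the replicate block, each library left out in turn, a CPM threshold, the fold as a ratio of mean normalized CPM, and, for the scores, a pseudocount of 0.1, the median over markers and CPM of total counts. The likelihood-ratio test and a length of 100 bp for genes without a current symbol were added after the data were examined. The figures, overlap tables and tests used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The PANTHER grouping, the immunohistochemistry and the behavioural data were not analysed here.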

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

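The tests on genomic DNA, chromosome Y and *Xist*, satellite glia and Schwann cells were chosen only after the results were seen, while those on pituitary cells, library size, neutrophils and immediate-early genes were set before the data were examined.

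In 25 of 122 groups of 4 libraries, 1 library lay far from the other 3, where chance gives about 1 in 20, or 6.1. In 10 of the 25 the other 3 libraries were at 0, where any read sets a library apart, so the chance share does not hold for these. L3–L5 DRG library 4 was the distant library 7 times, NG/JG library 1 was 5 times, T10-L1 DRG library 1 was 4 times, L3–L5 DRG library 1 and T10-L1 DRG library 4 were 2 times each, and NG/JG libraries 2 and 3, T10-L1 DRG libraries 2 and 3 and TG library 3 once each. The groups share libraries and are not independent.

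In L3–L5 DRG library 4, 66.6% of uniquely aligned reads fell outside genes against 32.0% to 35.5% in the other 3, and in T10-L1 DRG library 1 it was 51.5% against 29.6% to 32.8%. L3–L5 DRG library 4 also had the highest *Gh* (4.16 RPKM against 0.0956 to 0.576), *Prl* (9.44 against 2.21 to 2.99), *Pomc* (8.39 against 0.409 to 1.26), *Cgn* (0.711 against 0 to 0.0504), *Krt18* (0.905 against 0) and *Cyp2f2* (0.521 against 0) of its group. Reads from genomic DNA are a candidate explanation for the share outside genes. Of 1453 olfactory and vomeronasal receptor genes, 671 had a read in L3–L5 DRG library 4 and 322 in T10-L1 DRG library 1, against 9 to 96 in the other 14. No biological explanation was tested, and whether genomic reads account for the 6 genes was not tested.

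In T10-L1 DRG library 1, *Pdgfrl* was at 16.3 RPKM (the other 3 at 3.58 to 4.84), *Ddc* at 0.211 and *Krt18* at 0.109 (both 0 in the other 3). The last pair rest on 6 counts and 1 count. In NG/JG library 1, *Hoxa7* was at 0.919 RPKM (0 to 0.048 in the other 3) and *Kctd18* at 0.23 (0 to 0.0229), while *Cfb* at 0.0492, *Irf5* at 0.0479 and *Hoxa9* at 0.0398 each rest on 1 count. The same holds for *Cd248* at 0.0445 in NG/JG library 2, *Cyp2f2* at 0.0683 in NG/JG library 3 and *2410057H14Rik* at 0.127 in T10-L1 DRG library 4. *Ntsr2* was at 1.84 RPKM in T10-L1 DRG library 2 (0 to 0.197 in the other 3). The cause was not tested.

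*Ccr1* was at 20.4 RPKM in T10-L1 DRG library 4 (3.46 to 6.16) and at 2.92 in L3–L5 DRG library 1 (0.0351 to 0.224), *Icam1* at 28.5 in L3–L5 DRG library 1 (0.227 to 4.07) and *Irgm1* at 133 in T10-L1 DRG library 3 (22.3 to 39.1). For *Atf3*, *Il6* and *Cxcl10*, a response to dissociation and sorting is a candidate explanation of the higher counts in T10-L1 DRG, since 13 other immediate-early and dissociation-response markers were higher there as well, with all 4 libraries above the 4 of L3–L5 DRG (difference 1.71, exact permutation test, two-sided p = 0.0286, the smallest possible). The higher counts cannot be told apart from that response, and it was not tested for *Ccr1*, *Icam1* or *Irgm1*. All listed macrophage markers were, like *Ccr1*, highest of their groups in T10-L1 DRG library 4 and L3–L5 DRG library 1. *Csf1r* had 44906 and 11285 counts in these libraries, against at most 3113 and 498 in the others of each group. Whether RNA from macrophages accounts for the *Ccr1* values was not tested.

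*Prl* was at 9450 RPKM in TG library 3 against 43.4 to 691 in the other 3. RNA from pituitary cells in the TG samples is a candidate explanation of the *Prl*, *Gh* and *Pomc* counts. The mean of 15 other pituitary markers was higher in TG than in the other 12 libraries (difference 0.24, exact permutation test, two-sided p = 0.017), although 9 of the 15 had no reads in any TG library. Library size does not account for them, since the median TG library had 0.583 of the reads of the median other library. *Tbx19*, which the paper does not discuss and which was singled out after its values were seen, had 397, 33, 5 and 0 counts in TG libraries 1 to 4 and at most 3 elsewhere. TG library 3 was the TG library with reads on *Lhx3* (19), *Six6* (27) and *Lhb* (6), also singled out afterwards. *Pou1f1*, *Fshb* and *Tshb* had 0 counts in all 16 libraries. Expression by TG neurons, as the paper proposes, and RNA from pituitary cells were not told apart here. The marker test passed only with some settings, and a pass would not show which cells hold the hormone reads. The exact permutation p was 0.061 with a pseudocount of 0.1, 0.0681 without TG library 3 and 0.0022 without L3–L5 DRG library 4. L3–L5 DRG library 4 had reads on *Lhx4* (14), *Gnrhr* (13) and *Ghrhr* (10), which work against a difference. Of the listed epithelial markers, looked at afterwards, *Epcam*, *Krt8* and *Cldn4* had no reads in TG library 4. Their mean CPM was 8.91, 6.21 and 2.65 in TG against at most 0.229, 0.211 and 0.106 elsewhere. *Scgb1a1* was also highest in TG, with reads in library 4, and the other listed ones were not. Whether such RNA bears on the hormone counts was not tested.

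All 16 libraries had *Xist* reads, at least 1279, and no read on the 13 chromosome Y genes, although the animals are given as male. A list without chromosome Y would leave the Y reads at 0 but not give *Xist* reads of 1279 or more. A mislabelled sample, or tissue from females, is a candidate explanation for all 16 libraries, and this may concern the labels or the text, which were not told apart.

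All 10 satellite glia and Schwann cell markers were above 10 CPM in all 16 libraries, and *Apoe* or *Mbp* was the most counted gene in most of them. Leaving out *Apoe* and *Mbp*, 8 of the markers remained above 10 CPM in every library, so RNA from these cells may be part of each sample. The share of the 10 markers was unequal, at 8.68% to 9.3% in the TG libraries and 2.1% to 6.94% in all others. A set of 8 neuron markers had 0.11% to 1.33% of the reads on genes, less than the 10 glial markers in every library. Such shares of reads are not shares of cells. Whether the unequal glial share bears on the TG comparisons was not tested. No biological explanation was tested.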

How the results depend on the processing

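The choices and alternatives were set before the data were examined, except the likelihood-ratio test and the length of 100 bp, which were chosen after seeing the data. No other test in this part was chosen after its result was seen.

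With RLE factors, the counts of genes stayed within 1.5 times of those with TMM and all 126 log2 fold changes of named genes kept their direction and side of the threshold. The median log2 fold change moved from -0.048 to -0.137 for TG against NG/JG. Mean RPKM stayed within the spread of the libraries in all 110 values with TMM effective library sizes. Of 440 means with a library left out, 62 were more than 1.5 times from the mean of all 4, among them *Prl* in TG, which fell from 2560 to 266 without TG library 3.

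With DESeq2, the genes with an adjusted p under 0.05 were 78 (L3–L5 against T10-L1 DRG), 909 (NG/JG against T10-L1 DRG), 819 (NG/JG against L3–L5 DRG), 2199 (TG against T10-L1 DRG), 1612 (TG against L3–L5 DRG) and 854 (TG against NG/JG). DEGs were 13 for L3–L5 over T10-L1 DRG and 9 in reverse, 39 for NG/JG over T10-L1 DRG and 168 in reverse, 42 for NG/JG over L3–L5 DRG and 194 in reverse, 102 for TG over T10-L1 DRG and 169 in reverse, 94 for TG over L3–L5 DRG and 226 in reverse, and 171 for TG over NG/JG and 120 in reverse. Relaxed DEGs of T10-L1 over L3–L5 DRG were 49 and 24 at an RPKM above 5 and 10. Shared DEGs were 96 (both DRG over NG/JG), 7 (NG/JG over all), 33 (L3–L5 DRG over NG/JG and TG), 20 (T10-L1 DRG over NG/JG and TG), 6 (both DRG over both) and 20 (TG over all).

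With the likelihood-ratio test, in the same orders, the genes were 18, 334, 293, 1462, 858 and 247, the DEGs 2 and 6, 14 and 100, 26 and 107, 84 and 129, 77 and 156, and 91 and 47, the relaxed DEGs at an RPKM above 5 were 41, and the shared DEGs 51, 4, 18, 12, 2 and 16. The cause was not tested. On simulated data this test and DESeq2 called more unchanged genes than the quasi-likelihood test.

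Without the filter on low counts, the genes were 9 (NG/JG against T10-L1 DRG), 2 (NG/JG against L3–L5 DRG), 427 (TG against T10-L1 DRG), 39 (TG against L3–L5 DRG) and 56 (TG against NG/JG). DEGs were 1 for NG/JG over T10-L1 DRG and 8 in reverse, 2 for L3–L5 DRG over NG/JG, 27 for TG over T10-L1 DRG and 75 in reverse, 11 for TG over L3–L5 DRG and 24 in reverse, and 18 for TG over NG/JG and 25 in reverse. Shared DEGs were 1 (both DRG over NG/JG) and 6 (TG over all). With all 16 libraries in one fit, the genes were 54, 83, 238, 206 and 484. DEGs were 3 for NG/JG over T10-L1 DRG and 32 in reverse, 7 for NG/JG over L3–L5 DRG and 57 in reverse, 24 for TG over T10-L1 DRG and 16 in reverse, 23 for TG over L3–L5 DRG and 23 in reverse, and 116 for TG over NG/JG and 56 in reverse. Relaxed DEGs of L3–L5 over T10-L1 DRG were 12 and 6, and shared DEGs 31 (both DRG over NG/JG), 1 (NG/JG over all), 2 (L3–L5 DRG over NG/JG and TG), 1 (both DRG over both) and 9 (TG over all). The cause was not tested.

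With the replicate block, NG/JG and TG against T10-L1 DRG gave 0 genes and TG against NG/JG gave 1, with 0 DEGs in both directions for the TG comparisons with T10-L1 DRG and NG/JG, 0 for T10-L1 DRG over NG/JG and 0 for T10-L1 DRG over both. With the unadjusted p of the fits without a block, NG/JG against T10-L1 DRG had 735 genes, TG against T10-L1 DRG 2795 and TG against NG/JG 1180. Relaxed DEGs were 10 for L3–L5 over T10-L1 DRG at an RPKM above 10, and 84 and 54 in reverse. Same-numbered libraries correlated by 0.06 on average after removal of the group means and other-numbered ones by -0.02. For L3–L5 against T10-L1 DRG the same-numbered ones correlated by 0.08. Even so, the block raised the relaxed DEGs of T10-L1 over L3–L5 DRG from 22 to 84 and from 14 to 54. The cause was not tested. With a CPM threshold, relaxed DEGs were 91 and 70 for L3–L5 over T10-L1 DRG and 43 and 32 in reverse. With 100 bp for genes without a current symbol, 28 were higher in L3–L5 DRG at an RPKM above 10.

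With 1 library left out at a time, the genes ranged from 0 to 3583 for TG against T10-L1 DRG, 0 to 2038 for TG against L3–L5 DRG, 1 to 325 for TG against NG/JG, 1 to 5 for NG/JG against T10-L1 DRG and 0 to 2 for NG/JG against L3–L5 DRG. The first 3 were highest without TG library 1. DEGs ranged from 0 to 225 for TG over T10-L1 DRG and 0 to 248 in reverse, 0 to 136 for TG over L3–L5 DRG and 0 to 207 in reverse, 0 to 56 for TG over NG/JG and 0 to 57 in reverse, 1 to 5 for T10-L1 DRG over NG/JG and 0 to 2 for L3–L5 DRG over NG/JG. Relaxed DEGs ranged from 16 to 93 and 4 to 56 for L3–L5 over T10-L1 DRG and from 6 to 147 and 3 to 113 in reverse. Shared DEGs ranged from 0 to 1 for T10-L1 DRG over NG/JG and TG and from 0 to 13 for TG over all. The log2 fold change of TG over NG/JG reversed for *Rab9b*, to 2.08 without NG/JG library 2 in a range from -2.56, and for *Rapgef5*, to 0.68 without NG/JG library 4 in a range from -5.16.

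Of the log2 fold changes of named genes, 70 passed the threshold only with DESeq2 and 1 only without it, 20 only without the filter and 1 only with it, 32 only with all 16 libraries in one fit and 7 only without it, and 24 no longer passed with the replicate block. With a library left out, 142 no longer passed, 40 newly passed and 819 were the same. By exact permutation tests, the pituitary score was 0.45 with a pseudocount of 0.1 (p = 0.061) and 0 as a median over markers (p = 1), which the 9 of 15 markers without reads in TG fix beforehand, and from 0.15 to 0.34 with a library left out (p = 0.0681 without TG library 3). The immediate-early score ranged from 1.27 to 2.08 with a library left out (exact permutation p = 0.0857 without any 1 of the T10-L1 DRG libraries and 0.0286 without any 1 of the L3–L5 DRG libraries). Depth limits the genes at the floor, for which only a lower bound of the fold is known.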

Differences from the paper's values

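No test in this part was chosen after the result was seen, apart from the alternatives named as such. A setting is said to close a gap when its count lies within 1.5 times of the paper's, or its mean RPKM within 1.5 times or within the SD of its libraries, so a difference can remain.

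For genes, the mean RPKM of *Accn1* was 1.72 in T10-L1 DRG and 13.5 in L3–L5 DRG against the paper's 73.28 and 574.94525, that of *Irgm1* was 57.3 and 6.76 against the paper's 149.1615 and 17.618, and that of *2410057H14Rik* was 0.0318 in T10-L1 DRG and 16.1 in NG/JG against the paper's 0.1875 and 94.97825. *Kcnj3* had 1.96 in L3–L5 DRG against the paper's 6.0835, and *Kctd18* had 0.0656 in NG/JG and 2.29 in L3–L5 DRG against the paper's 0.2895 and 10.0905. None of the alternatives set before the data were examined closed these gaps. *Ddc* had 4.54 in NG/JG against the paper's 9.39, and 6.04 without NG/JG library 2 and 5.56 without library 4 remained lower but within the SD of the 3 libraries left, while the others did not. *Pdgfrl* had 7.28 in T10-L1 DRG against the paper's 14.79675, and 8.1, 8.52 and 8.23 without T10-L1 DRG library 2, 3 or 4 remained lower but within the SD of the 3 libraries left. *Ddc* in NG/JG over T10-L1 DRG did not pass the filter on low counts. There is thus no fold of edgeR's quasi-likelihood test to set against the paper's 94.0. DESeq2 gave 99.6, no filter on low counts 92.2 and one fit of all 16 libraries 92.6. Leaving out a library, where the gene was then tested, gave 68.5 to 127, apart from 1560 without T10-L1 DRG library 1. The T10-L1 DRG libraries left there had no *Ddc* counts, so 1560 cannot be set against the paper's fold. *Ptgds* had 20.1 in NG/JG and 727 in TG against the paper's about 41 in Fig. 3B and about 1500 in Fig. 3B, read by eye, and no alternative closed the gap.

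At the relaxed criterion, 17 genes were higher in L3–L5 than in T10-L1 DRG at an RPKM above 10 against the paper's 28. DESeq2 gave 20, no filter on low counts 19, the likelihood-ratio test, chosen after seeing the values, 19, and leaving out L3–L5 DRG library 1 or T10-L1 DRG library 1 or 2 gave 42, 21 and 24, all within 1.5 times of the paper's count though most stayed below it and 42 above. A length of 100 bp for genes without a current symbol gave 28, and was chosen after seeing the values. In the other direction 22 and 14 genes passed against the paper's 58 and 36. DESeq2 gave 49 and 24, the replicate block 84 and 54 and a CPM threshold 43 and 32, and leaving out T10-L1 DRG library 2 gave 24 at an RPKM above 10. The likelihood-ratio test, chosen after seeing the values, gave 41 at an RPKM above 5.

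For T10-L1 DRG over NG/JG there were 4 DEGs against the paper's 113. DESeq2 gave 168, which closed the gap, and the likelihood-ratio test, chosen after seeing the values, gave 100. For L3–L5 DRG over NG/JG there were 0 (190 with the unadjusted p) against the paper's 99, and for the overlap of both there were 0 (86 with the unadjusted p) against the paper's 50. None of the alternatives set before the data were examined closed these, and the likelihood-ratio test, chosen after seeing the values, gave 107 and 51. For T10-L1 DRG over both NG/JG and TG there was 1 against the paper's 4, and no alternative closed it. For TG over all 3 other ganglia there were 0 (19 with the unadjusted p) against the paper's 6. Without a filter on low counts there were 6, and with all 16 libraries in one fit there were 9.

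The figure values that follow were read by eye. In Fig. 2B the paper has about 5 DEGs higher in NG/JG than in T10-L1 DRG and about 3 than in L3–L5 DRG, against 0 and 0 here (33 and 56 with the unadjusted p), and no alternative closed these. In Fig. 2B it also has about 8 higher in NG/JG than in TG against 2 here, and 10 without NG/JG library 1, and about 2 higher in NG/JG than in all others against 0 (7 with the unadjusted p), which no alternative closed. Against about 3 genes of L3–L5 DRG over NG/JG and TG in Fig. 2C there were 0 (52 with the unadjusted p), and 2 with all 16 libraries in one fit. The 2 were *Hoxa9* and *Ngp*, while the paper names *Hoxa7*, *Hoxa9* and *Hoxa10* there. Against about 22 of L3–L5 DRG over TG in Fig. 2C there were 0 (267 with the unadjusted p), and 24 without a filter on low counts and 23 with all 16 libraries in one fit. Against about 73 of T10-L1 DRG over TG in Fig. 2D there were 46, and 75 without the filter and 61 with a CPM threshold. Against about 80 of TG over NG/JG in Fig. 3A there were 3, and 116 with all 16 libraries in one fit, 56 without TG library 1, and 91 with the likelihood-ratio test, chosen after seeing the values. Against about 11 of TG over L3–L5 DRG in Fig. 3A there were 0 (118 with the unadjusted p), and 11 without the filter. Against about 24 of TG over T10-L1 DRG in Fig. 3A there were 55, and 27 without the filter and 24 with all 16 libraries in one fit.

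The paper names *Hoxa7* as the gene shared by both DRG groups over NG/JG and TG, and 0 genes were shared here (8 with the unadjusted p). DESeq2 gave 6 genes with *Hoxa7* among them, one fit of all 16 libraries gave 1, *Ngp* and not *Hoxa7*, and the likelihood-ratio test, chosen after seeing the values, gave *Hoxa7* and *Kcnv1*. The paper leaves *Hoxb5* out of the genes of T10-L1 DRG over TG, where its adjusted p was 0.0429 in edgeR's quasi-likelihood test at a mean of 2.49 RPKM.

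The paper names *Efcab6* as specific to NG/JG, and none of its 3 comparisons with the other ganglia had an adjusted p under 0.05 in edgeR's quasi-likelihood test. DESeq2 called all 3, and one fit of all 16 libraries and no filter on low counts each called the comparison with TG. The likelihood-ratio test, chosen after seeing the values, called all 3. Of 22 gene comparisons of Table 1, 6 of Table 2 and 18 of Table 3, DESeq2 called 6, 5 and 18 at an adjusted p under 0.05, against 0, 0 and 1 in edgeR's quasi-likelihood test. One fit of all 16 libraries called 6 of Table 3, no filter on low counts 4, and the likelihood-ratio test, chosen after seeing the values, 4, 4 and 14 of the 3 tables. *Mrgprd* was also called against L3–L5 DRG without L3–L5 DRG library 4 and against T10-L1 DRG without T10-L1 DRG library 1, and *S100a8* without T10-L1 DRG library 3. *S100a9*, the 1 gene of Table 3 called with all libraries, was not called with the replicate block, without any 1 of the NG/JG libraries or without T10-L1 DRG library 1, 2 or 4. The paper also marks *S100a8* and *S100a9* as higher in L3–L5 DRG than in NG/JG, which was not called here. DESeq2 called both, and one fit of all 16 libraries and the likelihood-ratio test, the latter chosen after seeing the values, called *S100a9*.

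The paper gives *Hoxa7*, *Hoxa9* and *Hoxa10* as higher in L3–L5 DRG than in NG/JG and TG, and none of the 6 comparisons had an adjusted p under 0.05 in edgeR's quasi-likelihood test. DESeq2 called all 6, one fit of all 16 libraries 4, and no filter on low counts and the fit without TG library 1 called the 3 against TG. The likelihood-ratio test, chosen after seeing the values, called all 6. For *Hoxb2*, *Hoxb5* and *Hoxb7* in L3–L5 DRG over TG, which were not called either, DESeq2 and the fit without TG library 1 called all 3, one fit of all 16 libraries called *Hoxb5*, and the likelihood-ratio test, chosen after seeing the values, called all 3.

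Of the 18 gene comparisons of Fig. 3B, 6 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 15 in DESeq2, 16 without the filter on low counts, 13 with all 16 libraries in one fit, 13 without TG library 1 and 15 in the likelihood-ratio test, chosen after seeing the values. *Pomc* over NG/JG was also called without TG library 4, and *Ptgds* over NG/JG without NG/JG library 2. In the other direction, 0 of the 18 were called with the replicate block or without TG library 2 or 3, 3 without TG library 4, and 0 of the 6 over T10-L1 DRG without T10-L1 DRG library 1, 2 or 3, where 15 of the 18 had an unadjusted p under 0.05 with all libraries. *Gh* over NG/JG was not called without NG/JG library 1, 2, 3 or 4. For the 9 genes the paper gives as absent from TG, 3 of 27 comparisons had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 18 in DESeq2, 18 without TG library 1, 4 without the filter on low counts, 4 with all 16 libraries in one fit and 17 in the likelihood-ratio test, chosen after seeing the values. None was called with the replicate block, without TG library 2, 3 or 4, or, over T10-L1 DRG, without any 1 of the T10-L1 DRG libraries.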

Other observations

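The tests on fibroblast and vascular cells, red blood cells, reads assigned to the wrong library, the authors' length and gene length were chosen only after the results were seen, and those on neutrophils and on other splits of the libraries were set before.

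*S100a8* and *S100a9* were higher in DRG than in NG/JG. RNA from neutrophils in the DRG samples is a candidate explanation. The mean score of 10 other neutrophil markers was higher in the 8 DRG libraries as well (difference 2.28, exact permutation test, two-sided p = 0.0121). The scores of single libraries overlapped, at 0.24 to 4.3 in DRG and 0.05 to 1.03 in NG/JG. For the genes lower in NG/JG than in T10-L1 DRG, a score of 7 fibroblast and vascular markers was 2.11 higher in T10-L1 DRG but did not pass (exact permutation test, two-sided p = 0.0571). *Rgs5* and *Acta2*, on the same list, were left out of the score as genes to be explained. The smallest p of this test is 0.0286, so it does not exclude RNA from fibroblasts and vascular cells. *Beta-s* was higher in TG than in NG/JG. Of 5 other red blood cell markers, 4 had 0 counts in all 16 libraries, so their score rests on *Alas2* alone (80 to 185 counts in TG, 0 or 1 in NG/JG), and whether the reads come from red blood cells was not settled. *Beta-s* was singled out after its value was seen.

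Splitting the 8 libraries of each comparison in other ways that part all same-numbered libraries makes 8 splits, so the smallest share is 1 of 8 and the test cannot settle the question. For L3–L5 against T10-L1 DRG, NG/JG against L3–L5 DRG and TG against L3–L5 DRG, the real 0 genes with an adjusted p under 0.05 leave nothing to compare. The unadjusted p was looked at because of the 0. There 2, 1 and 1 of the 8 splits, the real one among them, gave as many genes as the real 823, 739 and 2342. The 27 splits that keep same-numbered libraries together at least in part gave up to 1809, 703 and 2131. The 703 and 2131 came from splits that exchanged only 1 library of each group, so they are no baseline without the real difference. The 1809 came from libraries 1 and 4 of both DRG groups against their libraries 2 and 3. For NG/JG against T10-L1 DRG, TG against T10-L1 DRG and TG against NG/JG, the real split alone, 1 of 8, gave as many as 4, 758 and 6 genes, and the other 7 gave 0. The other 27 splits gave at most 1 gene in these comparisons, and up to 2 for L3–L5 against T10-L1 DRG, more than the real 0. With DESeq2 3 of the 8 splits gave as many genes as the 78 of L3–L5 against T10-L1 DRG, and 2 of the 8 as the 854 of TG against NG/JG. Apart from the real splits, these also exchanged only 1 library of each group.

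*Prl* had 8 to 40 counts in every library outside TG. Reads assigned to the wrong library are a candidate explanation. Of 3 other genes with at least 5000 reads and 95% of them in 1 ganglion, *Gh*, *P2rx2* and *Pomc*, 2 had a median share outside within 2 times the *Prl* share of 0.0443%, and low expression in the other ganglia cannot be told apart from this. These genes were singled out after their values were seen.

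The paper's RPKM of 449 of 2034 genes with a usable value imply a length of 100 bp, among them *Accn1* (annotated 4264 bp) and *2410057H14Rik* (590 bp). Only 5 of the 449 have a current gene symbol, so a default length in the authors' normalization is a candidate explanation for those RPKM. A missing symbol alone does not decide it, since 322 of 766 genes without a current symbol do not imply 100 bp. For *Irgm1* the paper's RPKM imply 2230 bp in both DRG groups against an annotated 5810 bp, those of *Kctd18* 2741 and 2740 bp in L3–L5 DRG and NG/JG against 12094 bp, those of *Ddc* 2105 and 2103 bp in NG/JG and T10-L1 DRG against 4354 bp, and those of *Ptgds*, read by eye from Fig. 3B, imply 797 to 809 bp in all 4 ganglia against 1649 bp, so another length may also be behind these gaps. An implied length is computed from the paper's own RPKM, so for *Kcnj3* and *Pdgfrl*, each with 1 usable value, a different length and a different level cannot be told apart.

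Of the genes that differed between TG and T10-L1 DRG, 556 of the 559 higher in TG and 198 of the 199 lower had an annotated length, with medians of 1604 bp and 4472 bp, a ratio of 0.359. Across all genes the rank correlation of log2 fold change and length was -0.34 against both DRG groups and -0.28 against NG/JG, and from -0.04 to 0 between the other ganglia. A bias by gene length, for example from RNA quality, may contribute to the TG comparisons, and a biological difference was not tested against it.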
